# The transcription factor ATF7 mediates *in vitro* fertilization‐induced gene expression changes in mouse liver

**DOI:** 10.1002/2211-5463.12304

**Published:** 2017-09-11

**Authors:** Yang Liu, Toshio Maekawa, Keisuke Yoshida, Hideki Kaneda, Bruno Chatton, Shigeharu Wakana, Shunsuke Ishii

**Keywords:** ATF7, epigenetic change, gene expression change, *in vitro* fertilization, memory, stress

## Abstract

Assisted reproductive technologies, including *in vitro* fertilization (IVF), are now frequently used, and increasing evidence indicates that IVF causes gene expression changes in children and adolescents that increase the risk of metabolic diseases. Although such gene expression changes are thought to be due to IVF‐induced epigenetic changes, the mechanism remains elusive. We tested whether the transcription factor ATF7—which mediates stress‐induced changes in histone H3K9 tri‐ and dimethylation, typical marks of epigenetic silencing—is involved in the IVF‐induced gene expression changes. IVF up‐ and downregulated the expression of 688 and 204 genes, respectively, in the liver of 3‐week‐old wild‐type (WT) mice, whereas 87% and 68% of these were not changed, respectively, by IVF in ATF7‐deficient (*Atf7* ^*−/−*^) mice. The genes, which are involved in metabolism, such as pyrimidine and purine metabolism, were upregulated in WT mice, but not in *Atf7* ^*−/−*^ mice. Of the genes whose expression was upregulated by IVF in WT mice, 37% were also upregulated by a loss of ATF7. These results indicate that ATF7 is a key factor in establishing the memory of IVF effects on metabolic pathways.

**Abbreviations**
ATF: activating transcription factor
IVF: *in vitro* fertilization

Assisted reproductive technologies (ARTs), including *in vitro* fertilization (IVF), are increasingly used for infertility treatment in humans. More than 6 million children have been conceived through IVF and other ARTs 1. Although ARTs are thought to be safe, multiple studies suggest that children and adolescents conceived by IVF are at increased risk of metabolic diseases, due to elevated blood pressure, fasting glucose, and peripheral body fat 2, 3. In particular, young adults conceived by IVF display reduced insulin sensitivity and may be more susceptible to the deleterious metabolic consequence of obesogenic environment 4. Animal studies further confirm the influence of IVF on metabolism at later developmental stages. IVF alters the composition of lipid in mouse fetal liver, and adult mice conceived by IVF display increased fasting glucose levels and impaired glucose tolerance 4, 5. The metabolome in adult fat and liver is also altered by IVF, and metabolites enriched in steroidogenesis and pyrimidine metabolism are elevated by IVF 6.

Accumulating evidence in the Developmental Origins of Health and Disease (DOHaD) field supports the idea that stressful events in early development stages increase susceptibility to chronic diseases in later life 7. The IVF procedure exposes the gametes and embryo to an environment that dramatically deviates from natural conception. Manipulation and culture *in vitro* of gametes and early embryo during IVF would introduce several external stimuli, such as high oxygen, pH, and temperature fluctuations, and mechanical stress, which induces stress‐activated responses of gametes and embryo 8, 9, 10. The preimplantation embryo is particularly vulnerable to environment disturbances, and these stressful factors could alter the development trajectory of the embryo, leading to long‐term effects on gene expression patterns at later stages 7, 11. IVF induces gene expression pattern changes in blastocysts, placenta, and adult tissues, including skeletal muscle, fat, liver, and islets 12, 13, 14.

Epigenetic regulation of gene expression is mainly mediated by DNA methylation, post‐translational histone modifications, and noncoding RNA. Substantial research indicates that IVF increases the risk of imprinting diseases, such as Beckwith–Wiedemann syndrome, by affecting epigenetic reprogramming and resulting in alteration of gene expression 15, 16. Children conceived by IVF exhibit altered DNA methylation at imprinted genes, such as *MEST* and *H19/IGF2* 11, 17, 18. IVF also induces the dysregulation of microRNA in mouse embryos, particularly the downregulation of miR‐199a‐5p, which is involved in the regulation of glucose metabolism 19. Furthermore, IVF alters histone modification at the promoter region of the gene encoding thioredoxin‐interacting protein, which plays an important role in glucose and redox hemostasis, in blastocysts, and in adult adipose tissues 14. However, the molecular mechanism underlying the lasting effects of IVF on alteration of metabolic homeostasis through epigenetic reprogramming remains elusive.

The ATF2 subfamily of transcription factors belongs to the ATF/CREB superfamily whose members bind to the cAMP response element. It consists of three members, ATF2 (originally named CRE‐BP1) 20, 21, ATF7 (originally named ATF‐a) 22, and CRE‐BPa 23, all of which contain a phosphorylation site for the stress‐activated protein kinase p38 24, 25. In the absence of stress, ATF7 silences gene transcription by promoting the formation of heterochromatin‐like structures via recruitment of the histone H3K9 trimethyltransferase ESET or the histone H3K9 dimethyltransferase G9a 26, 27. Psychological stress and pathogen infection stimulate p38‐mediated phosphorylation of ATF7 and its subsequent release from target gene promoters, leading to a decrease in H3K9me3 or H3K9me2 and elevated gene expression 26, 27. The disrupted heterochromatin‐like structure is not completely recovered, and the higher level of basal expression is maintained for a long period 27. On the other hand, both ATF2 and CRE‐BPa act as transcriptional activators by recruiting coactivator CBP 28. Drosophila ATF2 (dATF2), the ATF7 homolog, has a similar function to ATF7 and also contributes to the formation of heterochromatin. During early embryogenesis, heat shock stress induces dATF2 phosphorylation and disruption of heterochromatin, and this disrupted heterochromatin can be inherited by the next generation, implying that dATF2 is involved in stress‐induced epigenetic changes in germ cells and early embryos 29. Based on these results, we speculated that ATF7 may also play a role in stress‐induced epigenetic changes in gametes and early embryos during the IVF process and may contribute to gene expression changes at later stages.

Here, we investigated the liver transcriptome in 3‐week‐old mice generated by IVF and normal mating. We found that IVF induced expression changes in nearly 900 genes, many of which were involved in metabolic pathways. Interestingly, the effect of IVF on metabolic genes was reduced in the absence of ATF7. The effect of ATF7 deletion and IVF on the expression of metabolic genes was to some extent similar. Our data imply that ATF7 contributes to IVF‐induced gene expression changes by mediating stress‐induced epigenetic changes.

## Materials and methods

### Mice and IVF

ATF7‐deficient (*Atf7* ^*−/−*^) (C57BL6/JJmsSlc background) mice were generated as described previously 26. Using *Atf7* ^*−/−*^ male and female (C57BL6/JJmsSlc background) or wild‐type (WT) male and female (C57BL6/JJmsSlc background) mice, *Atf7* ^*−/−*^ or WT mice were generated by IVF or natural mating. IVF was performed as follows. Sperm were collected from the caudae epididymides of male mice and allowed to diffuse in human tubal fluid (HTF) fertilization medium 30. After preincubation for approximately 1 h to allow for capacitation, the sperm were used for insemination. Meanwhile, female mice were superovulated using intraperitoneal injections of 7.5I U PMSG and HCG (Serotropin and Gonatropin; ASKA Pharmaceutical Co., Tokyo, Japan) with an interval of 48 h between injections. Approximately 15–17 h after the HCG injection, the oocyte–cumulus complexes were collected from the oviducts of superovulated female mice. Then, the complexes from several female mice were placed in fertilization medium. Insemination was performed by adding the preincubated sperm suspension to the fertilization HTF medium (Table S1) containing complexes and cultured at 37 °C with 5% CO_2_ in air. Twenty‐four hours after insemination, two‐cell embryos were transferred into the oviducts of pseudopregnant ICR females (CLEA Japan, Tokyo, Japan) mated to vasectomized ICR males. Recipient mice were transplanted 12 embryos into each oviduct (i.e., a total of 24 embryos per recipient). All pups were delivered naturally after embryo transfer. Nine and 12 recipients were transferred, and pups were born from 7 and 12 recipients for WT and *Atf7* ^*−/−*^ mice, respectively (Table S1). Although the IVF group had a tendency of slightly higher litter size, this difference may not be critical to compare between WT and *Atf7* ^*−/−*^ pups, because such tendency was also found in either WT or *Atf7* ^*−/−*^ pups. Experiments were conducted in accordance with the guidelines of the Animal Care and Use Committee of the RIKEN Institute.

### Gene expression analysis using array

The liver samples were isolated from 3‐week‐old male mice derived from natural mating or IVF. Three livers were obtained from offspring from different recipient mothers (IVF groups) or from pregnant mice (natural mating groups), and used for gene expression analysis. The data of body weight of these 3‐week‐old mice, when the livers were prepared, indicated that the IVF group of WT mice had a tendency of lower body weight compared to the natural mating group of WT mice (Fig. S1). However, there was no difference between the IVF and natural mating group of *Atf7* ^*−/−*^ mice (see Discussion). Total RNA was extracted using TRIzol (Invitrogen, Carlsbad, CA, USA) based on the manufacturer's protocol. Single‐strand cDNA was prepared with WT Expression Kit (Ambion, Invitrogen Life Technologies, Carlsbad, CA, USA) and then labeled using the WT terminal labeling kit (Ambion) according to the manufacturer's manual. Samples were analyzed by microarray using the Mouse Gene 1.0 ST Array (Affymetrix Inc., Santa Clara, CA, USA). The raw (CEL) data were normalized using the RMA method in the r package *affy*. The comparisons of gene expression were implemented using the linear models for microarray data (Limma) package 31, in which *P*‐value was adjusted using Benjamini and Hochberg's method, one kind of post hoc tests. The differentially expressed genes (DEGs) were defined with an adjusted *P*‐value of ≤0.05 and an absolute log_2_ fold‐change (log_2_FC) of ≥0.6. The pathways enrichment analysis for DEGs was conducted using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database 32. Hierarchical clustering analysis was performed using the log_2_ signal intensity of IVF‐induced DEGs in WT mice.

### Quantitative RT‐PCR

Reverse transcription PCR was performed using OneStep SYBR Green PCR mix (Takara, Shiga, Japan) following the manufacturer's instructions. The qRT‐PCR was performed using a 7500 Fast Real‐time PCR System (Applied Biosystems, Foster City, CA, USA). Primers GGCTCCTCTATGATGGCCG and AAGCCTTTCTGAACAGCCAGC were used for *Mest*; primers AACGGTGGAGATGGATTCCA GATG and GACTTGCTGCAGAGAACTTGATCC were used for *Nt5e*; primers TCAGTGTACCATGATTGCCTTG and GAACCTGCTCTGCCTGTTG were used for *Idi1*; primers GCTCCAAGCAGATGCAGCA and CCGGATGTGAGGCAGCAG were used for *36B4*; and primers GGGTGTCCTCCCTGGAAAAG and TCAGCT GAGCCACCTCATTG were used for *Atf7*. The reference gene *36B4* was used as a relative control, and data were analyzed using the 2^−ΔΔCt^ method 33.

### Western blotting

Protein extracts were prepared from liver samples by homogenization in radioimmunoprecipitation buffer (50 mm Tris/HCl pH 8.0, 150 mm sodium chloride, 0.1% SDS, 0.5% sodium deoxycholate, 1.0% NP‐40, and protease inhibitors). Proteins were separated on a 7.5% SDS/PAGE and then transferred to PVDF membrane. After treatment with the anti‐ATF7 monoclonal (1A7) antibody or anti‐α‐tubulin antibody (Abcam, ab4074) at 4 °C overnight, the blots were incubated with a peroxidase‐conjugated anti‐mouse IgG1 (Santa Cruz Biotechnology, Santa Cruz, CA, USA) or anti‐rabbit (Invitrogen) secondary antibody followed by ECL detection (GE Healthcare UK Limited, Buckinghamshire, UK) according to the manufacturer's instructions.

## Results

### Effect of IVF on gene expression profiles in liver

To explore the gene expression pattern changes induced by IVF, we investigated the liver transcriptome in 3‐week‐old male mice generated by either IVF or normal mating (control), using an array covering the mouse whole‐genome transcript with 750 000 unique oligonucleotide probes. This analysis identified 688 genes upregulated and 204 genes downregulated in IVF liver compared with the control (Fig. 1A and Data S1). 

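Liver RNA of male mice was hybridised to 12 Affymetrix Mouse Gene 1.0 ST arrays, 3 in each of 4 groups. The groups were WT mice conceived by natural mating, WT mice conceived by IVF, and Atf7−/− mice conceived in each of these ways. The article gives the age as 3 weeks and the sample records give it as 4 weeks. Table S1 marks the 3 litters of each group from which a liver was taken, of 6 to 7 pups in both natural mating groups, 7 to 8 in WT IVF and 5 to 6 in Atf7−/− IVF.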

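The Atf7 transcript was used to check the labels. Its probe set 10433032 read a log2 value of 8.78 ± 0.18 (SD, n = 3) in WT natural mating, 8.04 ± 0.43 in WT IVF, 5.96 ± 0.14 in Atf7−/− natural mating and 5.52 ± 0.17 in Atf7−/− IVF. Between the natural mating groups this was a log2 fold change of -2.82 (SE 0.19, adjusted p = 1.93e-05) by limma, and IVF in WT gave -0.74 (SE 0.19, adjusted p = 0.0384). The latter call ended without any array but WT IVF replicate 2 and WT natural mating replicate 3 (adjusted p from 0.0694 to 0.107). The other Atf7 probe set, 10433034, differed by -0.34 (SE 0.11, adjusted p = 0.0758) between the natural mating groups. A probe set outside the deleted part of the gene need not fall, and where either lies was not analysed here.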

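The authors made log2 expression values from the scans by robust multiarray averaging (RMA) with the affy package, and these were used as deposited. They cover 34760 probe sets, of which 21640 carry 1 gene symbol in the platform annotation, 1321 several and 11799 none. Array medians were 6.3 to 6.34 in WT natural mating and 6.22 to 6.27 in WT IVF. Arrays of 1 group correlated with Pearson's r of 0.980 to 0.990 across probe sets, which are not independent replicates.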

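The 4 group means were fitted with limma over all 12 arrays, which leaves 8 residual degrees of freedom, and p-values were adjusted over all probe sets by the Benjamini-Hochberg method. A probe set was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.6. Each log2 fold change is given with its standard error (SE). The number of arrays limits the precision. In simulated data for IVF in WT, with 200 of 34760 probe sets changed, 67.2% of those at a log2 fold change of 0.8 were called and 97% of those at 2. On the arrays 1571 were called, and the Benjamini-Hochberg cut-off depends on how many change. These shares therefore need not hold for the arrays.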

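Gene lists were fixed before the data were examined. Called members were counted over all probe sets and again adjusted over the list alone. Each list was tested with camera, which compares its genes with all others, at a preset correlation of 0.01 and on the brightest probe set per gene. Of 270 such tests (54 lists and 5 contrasts), 95 had an adjusted p of at most 0.05. With an estimated correlation 0 did (32 at an unadjusted p under 0.05). Of the 95, 59 were kept with fry, which tests whether the genes of a list move, on balance, one way. For named genes and lists, many calls that ended or were gained with 1 array left out are given with that array. Not all such changes are given.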

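Among the genes with large changes between WT IVF and WT natural mating mice (3 arrays each) were genes of liver enzymes, immune cells and the clock. Cyp3a16, a cytochrome P450 of young and female mouse liver, rose by a log2 fold change of 3.43 (SE 0.49, adjusted p = 0.00316). The C-type lectin gene Cd209f rose by 3.26 (SE 0.34, adjusted p = 0.00091), the interferon-inducible gene Ifi202b by 2.23 (SE 0.16, adjusted p = 0.000405) and the receptor gene Adgrf1 by 2.21 (SE 0.12, adjusted p = 3.25e-05). Of the genes that fell, Alas1, the rate-limiting enzyme of heme synthesis, had -2.21 (SE 0.30, adjusted p = 0.00261), the secreted growth factor gene Nrg4 -2.17 (SE 0.27, adjusted p = 0.00178) and the apolipoprotein gene Apoa4 -1.89 (SE 0.30, adjusted p = 0.00471). Cyp7a1, the rate-limiting enzyme of bile acid synthesis, had -2.25 (SE 0.57, adjusted p = 0.0357), and its call ended without any array but WT IVF replicate 2 (adjusted p from 0.0634 to 0.118).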

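In the limma fit, 989 probe sets were higher and 582 lower with IVF. They carry 684 and 205 distinct gene symbols. Probe sets with no gene symbol made up 22.4% of the higher and 54.5% of the lower ones. In 99.6% of the called probe sets the 3 arrays of one group lay wholly above those of the other, against 29.4% of all probe sets and 10% by chance. The rule for a call favours groups that do not overlap, so the first share is no separate support for the calls. With each array centred on its median, 1334 were higher and 432 lower.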

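Without WT IVF replicate 3 the higher count was 619. The lower count was 368 without WT natural mating replicate 2, 364 without WT IVF replicate 2 and 379 without WT IVF replicate 3. Calls kept without each array in turn numbered 447 higher and 206 lower.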

The original microarray data are retrieved from Gene Expression Omnibus (GEO) database (GEO number: GSE99859). To investigate the pathways associated with DEGs, the gene lists of up‐ and downregulated genes were analyzed for KEGG pathway enrichment using the DAVID database. 

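Some genes of the complement system and of blood clotting were higher in WT IVF than in WT natural mating liver. Cd59a, an inhibitor of the complement membrane attack complex, rose by a log2 fold change of 1.01 (SE 0.13, adjusted p = 0.00184), and C8g and C8b, subunits of that complex, by 0.65 (SE 0.084, adjusted p = 0.00222) and 0.61 (SE 0.15, adjusted p = 0.0278). Mbl1, a mannose-binding lectin gene of the complement system, rose by 0.86 (SE 0.19, adjusted p = 0.0204). Of 28 measured complement genes, 4 rose, 2 of them also without each array in turn (4 rose and 1 fell when adjusted over the list alone), and the list did not stand apart from other genes (camera adjusted p = 0.452, and adjusted p = 0.89 with an estimated correlation). Of 34 coagulation and fibrinolysis genes, 4 rose (4 over the list alone), among them the anticoagulant gene Pros1 at 0.81 (SE 0.092, adjusted p = 0.00133) and the factor XIII subunit gene F13b at 0.63 (SE 0.13, adjusted p = 0.0154) (camera adjusted p = 0.0522, and adjusted p = 0.731 with an estimated correlation). The call of Mbl1 ended without any array but WT natural mating replicate 3 (adjusted p from 0.0516 to 0.0709). That of C8b ended without any array but WT natural mating replicate 3 (adjusted p from 0.0542 to 0.0883). That of F13b ended without WT natural mating replicates 2 and 3 and WT IVF replicate 3 (log2 fold changes from 0.54 to 0.59, adjusted p from 0.0361 to 0.0586). The coagulation list passed camera upwards with IVF in WT without WT IVF replicate 1 (adjusted p = 0.0167) or WT natural mating replicate 1 (adjusted p = 0.017).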

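Of 56 gap junction genes, 6 rose (7 when adjusted over the list alone), and the 4 with the largest rises were the tubulin genes Tubb2a at 1.34 (SE 0.25, adjusted p = 0.0102) and Tuba1a at 0.85 (SE 0.13, adjusted p = 0.00412), the growth factor gene Pdgfc at 0.91 (SE 0.14, adjusted p = 0.00392) and the G protein subunit gene Gnai3 at 0.70 (SE 0.10, adjusted p = 0.00353). Connexin genes were not among the 6. As a list, the gap junction genes did not pass (camera adjusted p = 0.0784, and adjusted p = 0.553 with an estimated correlation). Of 58 genes of the extracellular matrix and its receptors, 8 rose, 2 of them without each array in turn (8 over the list alone). They include Hmmr, a hyaluronan receptor that also acts in the mitotic spindle, at 1.65 (SE 0.46, adjusted p = 0.049), the integrin genes Itga6 at 0.88 (SE 0.21, adjusted p = 0.0276) and Itga8 at 0.85 (SE 0.16, adjusted p = 0.0106), and Reln at 0.79 (SE 0.17, adjusted p = 0.0183). Markers of stellate cells and fibroblasts, which make matrix in the liver, moved with them, and 3 of 19 rose (6 over the list alone), with a median log2 fold change of 0.41 (camera adjusted p = 5.77e-06, and adjusted p = 0.452 with an estimated correlation). The matrix list gave camera adjusted p = 0.0355, and adjusted p = 0.731 with an estimated correlation, and its call ended without WT natural mating replicate 1 (adjusted p = 0.0748), WT natural mating replicate 3 (adjusted p = 0.157) and WT IVF replicate 2 (adjusted p = 0.101). The call of Hmmr ended without any 1 of the 6 arrays (adjusted p from 0.0739 to 0.128). That of Itga6 ended without any array but WT IVF replicate 2 and WT natural mating replicate 2 (adjusted p from 0.0572 to 0.0962). That of Reln ended without WT IVF replicate 2 (adjusted p = 0.0609).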

Thirteen pathways were overrepresented among the upregulated genes, including complement and coagulation cascades, gap junction, and ECM–receptor interaction. Several metabolism‐associated pathways were identified, such as pyrimidine metabolism, purine metabolism, and steroid hormone biosynthesis (Fig. 1B and Data S4). These results are consistent with the report that metabolites enriched in pyrimidine metabolism and steroidogenesis are elevated by IVF 6. 

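Nt5e, the cell surface enzyme that turns AMP into adenosine, read a log2 value of 8.05 ± 0.28 (SD, n = 3) in WT natural mating and 9.72 ± 0.13 in WT IVF liver, a rise of 1.67 (SE 0.16, adjusted p = 0.000551). Among the 22 genes of purine salvage and breakdown 3 rose (3 when adjusted over the list alone), and Pnp, a phosphorylase of that route, rose by 0.68 (SE 0.12, adjusted p = 0.00862). Prps1, which makes the sugar phosphate that purine synthesis starts from, was the single called gene of 12 in de novo synthesis, at 0.79 (SE 0.10, adjusted p = 0.00238) (1 over the list alone). Of 43 cyclic nucleotide enzymes, 3 rose (3 over the list alone), led by the phosphodiesterase gene Pde9a at 0.86 (SE 0.17, adjusted p = 0.0123). Of 17 nucleotide kinases 1, Nme3, rose (1 rose and 1 fell over the list alone), and of 14 ecto-enzymes and pyrophosphohydrolases 1 fell (1 over the list alone), which was Entpd5 at -0.73 (SE 0.12, adjusted p = 0.00622). None of these lists stood apart from other genes, with camera adjusted p from 0.109 to 0.983. The purine salvage list passed camera upwards with IVF in WT without WT natural mating replicate 3 (adjusted p = 0.0428).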

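Polymerases, primases and ribonucleotide reductase, which the purine and pyrimidine pathways share, rose in 7 of 43 genes (7 over the list alone), 1 of which did so without each array in turn. Znrd1, a subunit of RNA polymerase I, had a log2 fold change of 0.84 (SE 0.11, adjusted p = 0.00261). The list gave camera adjusted p = 0.00974, and adjusted p = 0.654 with an estimated correlation, and its call ended without WT natural mating replicate 3 (adjusted p = 0.0544). Of 24 other pyrimidine genes, 2 rose and 1 fell (2 and 1 over the list alone), the latter being the uridine phosphorylase gene Upp2 at -1.66 (SE 0.30, adjusted p = 0.0088) (camera adjusted p = 0.649, and adjusted p = 0.818 with an estimated correlation).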

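Genes of steroid hormone metabolism rose in 6 of 34 and fell in 1 (6 and 1 over the list alone). Hsd3b1 and Hsd3b7, hydroxysteroid dehydrogenases of steroid hormone and bile acid synthesis, rose by 1.94 (SE 0.32, adjusted p = 0.00609) and 1.12 (SE 0.16, adjusted p = 0.00333). The list gave camera adjusted p = 0.0241, and adjusted p = 0.553 with an estimated correlation, and its call ended without WT natural mating replicate 2 (adjusted p = 0.0758) and WT IVF replicate 3 (adjusted p = 0.0891).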

The downregulated genes were also enriched for genes in metabolic‐related pathways, including PPAR signaling, valine, leucine, and isoleucine degradation, and biosynthesis of unsaturated fatty acids (Fig. 1C and Data S4), implying that IVF mainly disturbs metabolic processes in liver. 

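Fads2, a desaturase of polyunsaturated fatty acid synthesis, had a log2 fold change of -0.69 (SE 0.11, adjusted p = 0.00612) with IVF in WT liver. It was the single called gene of 22 genes of fatty acid synthesis and desaturation (1 when adjusted over the list alone), whose median was -0.084 (camera adjusted p = 0.714, and adjusted p = 0.942 with an estimated correlation). Of 38 PPARα targets and genes of fatty acid oxidation, 4 fell (4 over the list alone), 1 of them without each array in turn. Acaa1b and Acaa1a, peroxisomal thiolases, had -1.19 (SE 0.22, adjusted p = 0.0111) and -0.94 (SE 0.23, adjusted p = 0.0318), the acyl-CoA thioesterase gene Acot3 -1.15 (SE 0.32, adjusted p = 0.0468) and the phospholipid transfer protein gene Pltp -0.91 (SE 0.20, adjusted p = 0.0221). The list median was -0.20 (camera adjusted p = 0.00172, and adjusted p = 0.701 with an estimated correlation), and the call of the list ended without WT natural mating replicate 1 (adjusted p = 0.0724). The call of Fads2 ended without WT natural mating replicate 2 (log2 fold change -0.58). That of Acaa1a ended without any array but WT natural mating replicate 3 (adjusted p from 0.0637 to 0.104). That of Acot3 ended without any array but WT natural mating replicate 3 (adjusted p from 0.0817 to 0.132). That of Pltp ended without WT natural mating replicate 1 and WT IVF replicates 2 and 3 (adjusted p from 0.0508 to 0.0725).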

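Branched-chain amino acid degradation went both ways, and of 25 genes 2 fell and 1 rose (2 and 1 over the list alone). Aox1, an aldehyde oxidase, and Bckdha, a subunit of the branched-chain ketoacid dehydrogenase, had -0.68 (SE 0.17, adjusted p = 0.037) and -0.61 (SE 0.12, adjusted p = 0.0152), and Hibadh, a dehydrogenase of valine breakdown, 0.61 (SE 0.082, adjusted p = 0.00256). The list as a whole stood higher than other genes (median 0.15, camera adjusted p = 0.0415, and adjusted p = 0.728 with an estimated correlation), a call that ended without WT natural mating replicates 2 and 3 and WT IVF replicates 2 and 3 (adjusted p from 0.0589 to 0.169). The call of Aox1 ended without any array but WT natural mating replicate 3 (adjusted p from 0.0802 to 0.109). That of Bckdha ended without WT natural mating replicate 2 (adjusted p = 0.0545). That of Hibadh ended without WT natural mating replicate 3 (log2 fold change 0.58). From the pathways among the called genes, the paper proposes that IVF mainly disturbs metabolic processes in liver.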

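Genes of the molecular clock changed in opposite directions with IVF in WT liver. Arntl, which encodes the clock activator BMAL1, rose from a log2 value of 6.11 ± 0.24 (SD, n = 3) in natural mating to 8.34 ± 0.17 in IVF mice, a log2 fold change of 2.23 (SE 0.18, adjusted p = 0.000535). Its partner gene Clock rose by 0.88 (SE 0.11, adjusted p = 0.00174), and Cry1, a repressor of the clock, had 0.71 (SE 0.19, adjusted p = 0.0453). Genes that peak in the opposite phase fell, of which Ciart had -3.67 (SE 0.38, adjusted p = 0.000804), the period gene Per3 -2.32 (SE 0.22, adjusted p = 0.000551) and the transcription factor gene Dbp -2.28 (SE 0.33, adjusted p = 0.00349), from 9.94 ± 0.22 to 7.66 ± 0.20. Per2 had -1.48 (SE 0.14, adjusted p = 0.000606) and the deubiquitinase gene Usp2 -1.81 (SE 0.18, adjusted p = 0.000625).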

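Of 5 genes in phase with Arntl, 3 rose and 1 fell (3 and 1 when adjusted over the list alone), the latter being the glycogen synthase gene Gys2 at -1.11 (SE 0.19, adjusted p = 0.00681). Of 15 genes in phase with Dbp and the REV-ERB genes, 10 fell and 1 rose (10 and 1 over the list alone). Their medians were 0.71 (camera adjusted p = 0.0237, and adjusted p = 0.38 with an estimated correlation) and -1.0 (camera adjusted p = 1.07e-08, and adjusted p = 0.317 with an estimated correlation). Nr1d1, which encodes REV-ERBα, had -1.01 (SE 0.28, adjusted p = 0.0498). The call of Cry1 ended without any array but WT natural mating replicate 3 (adjusted p from 0.092 to 0.124). That of Nr1d1 ended without any array but WT IVF replicate 2 and WT natural mating replicate 3 (adjusted p from 0.0926 to 0.154).

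**Figure D1:**
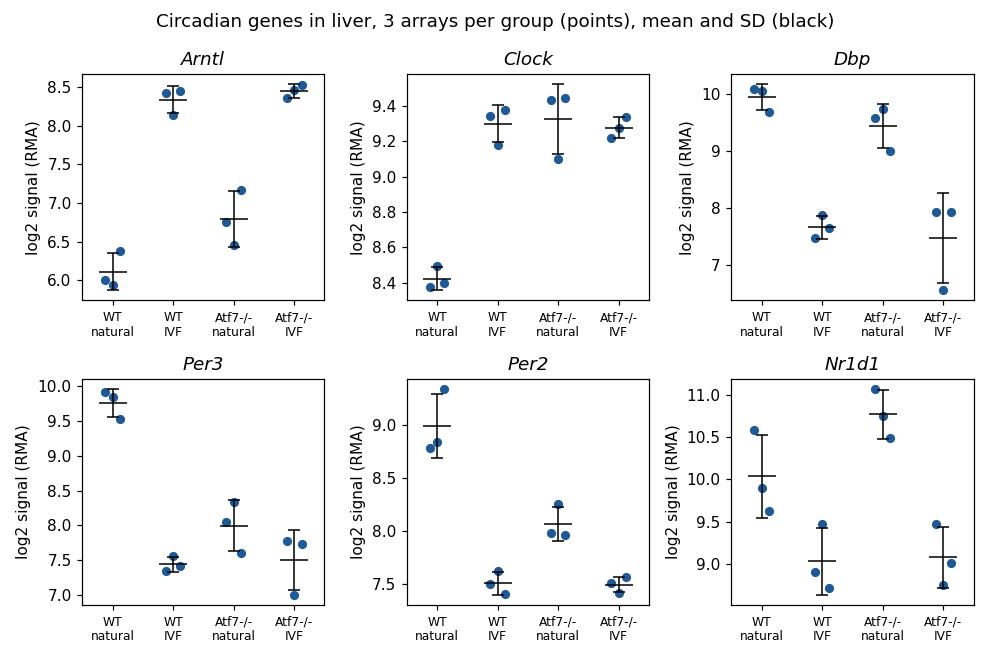
Log2 expression values of 6 clock genes in the 4 groups of mice. Each point is 1 array and the black marks are the mean and SD of 3 arrays. For Arntl, the WT IVF arrays lie above the WT natural mating arrays, and for Dbp, Per3 and Per2 they lie below.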

The circadian rhythm pathway was overrepresented among both up‐ and downregulated genes. 

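Mest, a paternally expressed imprinted gene of the hydrolase family, read a log2 value of 6.93 ± 0.12 (SD, n = 3) in WT natural mating liver and 7.89 ± 0.46 in WT IVF liver. The difference was a log2 fold change of 0.96 (SE 0.24, adjusted p = 0.033) by limma. Ddc and Ndn, also on the list of imprinted genes, rose by 1.10 (SE 0.24, adjusted p = 0.0188) and 0.66 (SE 0.15, adjusted p = 0.0221), and the imprinted noncoding RNA gene Airn fell by 0.74 (SE 0.19, adjusted p = 0.036). Of 52 measured imprinted genes, 3 rose and 1 fell (3 and 1 when adjusted over the list alone), and the list did not stand apart from other genes (camera adjusted p = 0.523, and adjusted p = 0.815 with an estimated correlation). The call of Mest ended without any array but WT IVF replicate 1 (adjusted p from 0.0517 to 0.0917). That of Ddc ended without any array but WT IVF replicate 2 and WT natural mating replicate 3 (adjusted p from 0.0588 to 0.0682). That of Ndn ended without any array but WT IVF replicate 1 and WT natural mating replicate 2 (adjusted p from 0.0531 to 0.0784). That of Airn ended without any array but WT IVF replicate 2 and WT natural mating replicate 3 (adjusted p from 0.0747 to 0.121).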

The imprinted gene *Mest* was expressed more highly in IVF liver than in control liver (log_2_FC = 0.92, adjusted *P*‐value = 0.03). To verify the microarray data, we examined the relative expression level of *Mest* by qRT‐PCR using *36B4* as an internal control. The result was consistent with the microarray data and indicated that the expression levels of *Mest* were significantly higher in livers of mice conceived by IVF than in livers of control mice (Fig. 1D). As reported previously 11, 17, 18, the expression level of another imprinted gene *Igf2* was upregulated by IVF (log_2_FC = 0.588, adjusted *P*‐value = 0.031), whereas the expression level of *H19* was not affected (log_2_FC = 0.462, adjusted *P*‐value = 0.742).

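Igf2, the imprinted gene of a fetal growth factor, read 6.49 ± 0.19 (SD, n = 3) in WT natural mating and 7.07 ± 0.19 in WT IVF liver on the log2 scale. The limma fit gave a log2 fold change of 0.59 (SE 0.14, adjusted p = 0.0314), which passes the adjusted p but lies under the fold threshold of 0.6, so the probe set is not among the called ones. Without WT IVF replicate 3 the log2 fold change was 0.70 and the adjusted p 0.0361, and Igf2 was called. H19, the noncoding RNA gene beside Igf2, was not analysed here. Igfbp2, which encodes a binding protein of the growth factor, fell by 0.91 (SE 0.16, adjusted p = 0.00777), and Stat5b, a transcription factor of the growth hormone pathway, rose by 0.91 (SE 0.11, adjusted p = 0.00175). These were the called genes among 16 of the growth hormone and IGF axis (1 rose and 2 fell when adjusted over the list alone, camera adjusted p = 0.443, and adjusted p = 0.794 with an estimated correlation). Igf2 was called with IVF in WT without WT IVF replicate 3 (0.70, adjusted p = 0.0361).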

**Figure 1:**
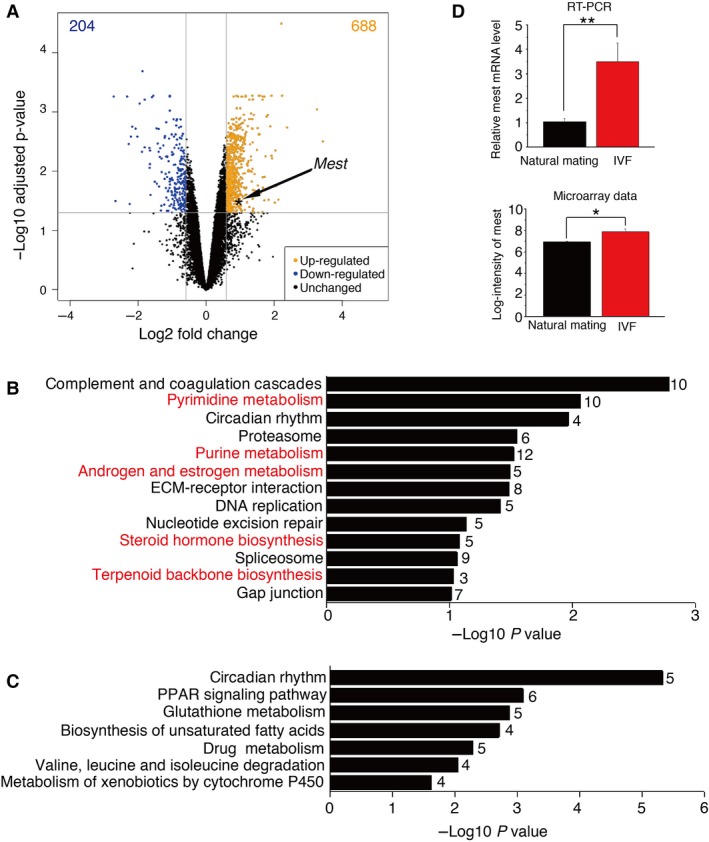
Effects of IVF on gene expression pattern in liver. (A) Volcano plot for the analysis of differential gene expression between IVF and natural mating samples. IVF upregulated 688 genes (yellow spots) and downregulated 204 genes (blue spots). The data point for *Mest* is marked with an asterisk. (B and C) KEGG pathway enrichment analysis was performed for genes up‐ and downregulated by IVF, respectively. *P*‐values for the gene enrichment analysis were calculated by a modified Fisher's exact test, and the number to the right of each bar is the number of genes involved in each pathway. Thirteen KEGG pathways (*P* < 0.1) were overrepresented among upregulated genes, and five of these were associated with metabolism (in red) (B). Seven KEGG pathways (*P* < 0.1) were overrepresented among downregulated genes (C). (D) Gene expression of *Mest* in natural mating and IVF samples (*n* = 3) analyzed by qRT‐PCR and microarray, respectively. Bars are means + SEM. *P*‐value for qRT‐PCR data: (paired Student's *t*‐test) ***, < 0.001. Adjusted *P*‐value for microarray expression data: *, < 0.05. Note that the y‐axis for qRT‐PCR and microarray indicates relative level and log intensity, respectively.

### The influence of IVF on gene expression is reduced in Atf7^*−/−*^ mice

To explore whether ATF7 is involved in IVF‐induced gene expression changes, we first tested the effect of IVF on ATF7 expression levels in liver. There was no difference in *Atf7* mRNA levels between IVF and control livers (Fig. 2A). Using liver from *Atf7* ^*−/−*^ mice as a negative control, western blotting also showed that the level of ATF7 protein in IVF livers is comparable to that in control livers (Fig. 2B). Therefore, IVF did not affect the expression of ATF7 in liver.

**Figure 2:**
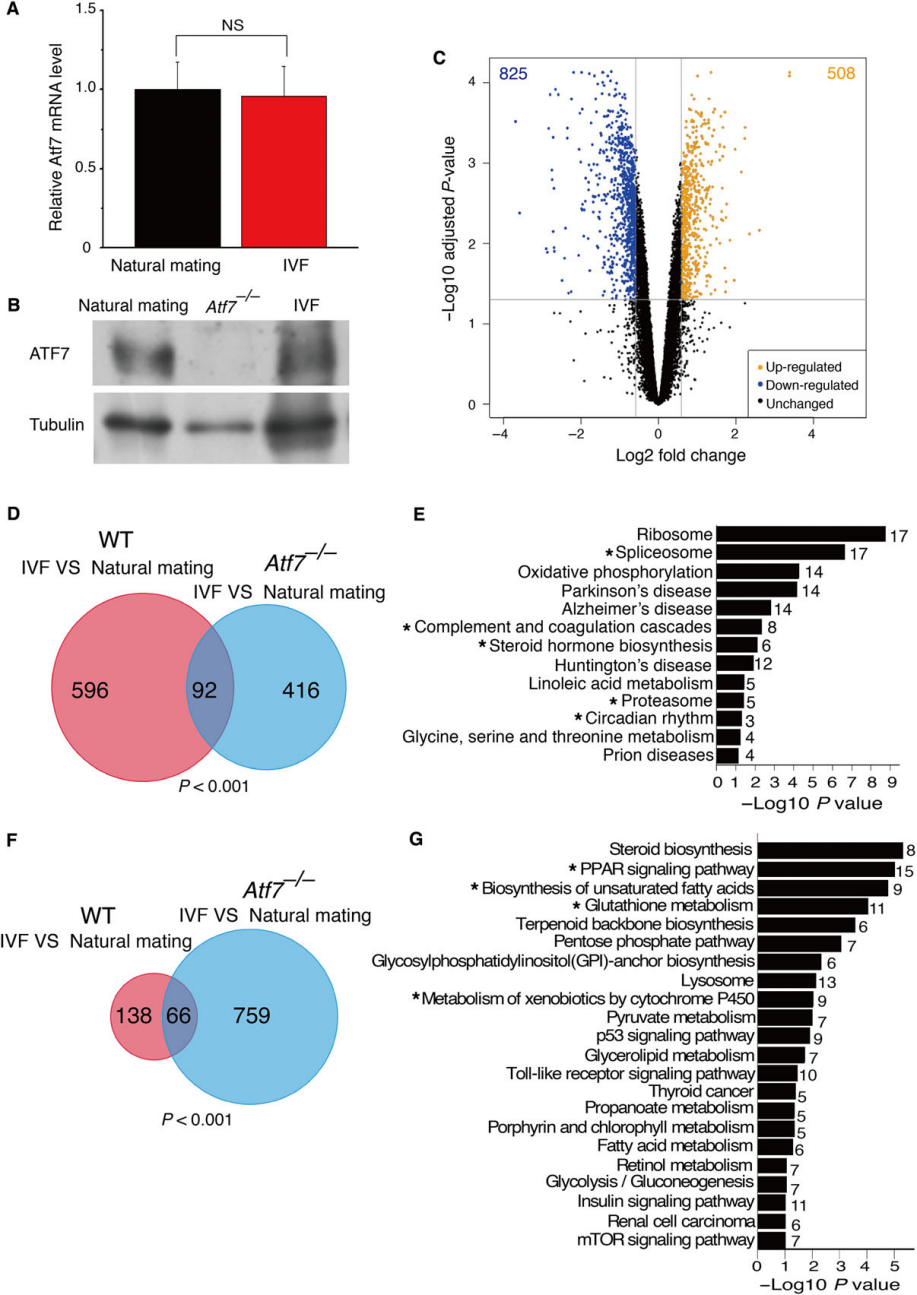
Ablation of ATF7 reduces the effects of IVF on gene expression in liver. (A) The levels of *Atf7* mRNA in liver of naturally and IVF‐derived mice. Bars are means + SEM. *P*‐value: (paired Student's *t*‐test) NS, > 0.05. (B) ATF7 protein levels in liver of naturally and IVF‐derived mice were examined by western blotting. *Atf7* ^*−/−*^ mice were used as a negative control, and tubulin was the loading control. (C) Volcano plot for the analysis of differential gene expression between *Atf7* ^*−/−*^ IVF and *Atf7* ^*−/−*^ natural mating samples. IVF upregulated 508 genes (yellow spots) and downregulated 825 genes (blue spots). (D) Venn diagram showing overlap in IVF‐induced upregulated genes between WT and *Atf7* ^*−/−*^ livers. Statistical significance of the overlap was examined by Fisher's exact test. (E) KEGG pathway enrichment analysis for IVF‐induced upregulated genes in *Atf7* ^*−/−*^ mice. *P*‐values for the gene enrichment analysis were calculated by a modified Fisher's exact test, and the number to the right of each bar is the number of genes involved in each pathway. Thirteen KEGG pathways (*P* < 0.1) were overrepresented among upregulated genes, and five pathways were common with those overrepresented among IVF‐induced upregulated genes in WT mice (marked by asterisks). (F) Venn diagram showing overlap in IVF‐induced downregulated genes between WT and *Atf7* ^*−/−*^ livers. Statistical significance of the overlap was examined by Fisher's exact test. (G) KEGG pathway enrichment analysis for IVF‐induced downregulated genes in *Atf7* ^*−/−*^ mice. *P*‐values for the gene enrichment analysis were calculated by a modified Fisher's exact test, and the number to the right of each bar is the number of genes involved in each pathway. Twenty‐two KEGG pathways (*P* < 0.1) were overrepresented among downregulated genes, and four pathways were common with those overrepresented among IVF‐induced downregulated genes in WT mice (marked by asterisks).

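For the effect of IVF without ATF7, 3 arrays of Atf7−/− mice conceived by natural mating and 3 of Atf7−/− mice conceived by IVF were compared in the same limma fit as the WT groups. Array medians were 6.26 to 6.28 in Atf7−/− natural mating and 6.26 to 6.31 in Atf7−/− IVF. The WT and Atf7−/− comparisons share no array. Whether the change with IVF differed between the 2 genotypes was tested by the interaction, which is the log2 fold change of IVF in Atf7−/− minus that in WT, with the thresholds used for the other contrasts. It also equals the difference between the IVF groups minus that between the natural mating groups, so a call does not show which groups differ. The interaction called 945 probe sets higher and 1203 lower, against 7681 at an unadjusted p under 0.05. A probe set called in one genotype and not in the other is described as differing between them only where the interaction was called. Large interactions include that of Akr1c18, a steroid dehydrogenase gene, at -4.79 (SE 0.89, adjusted p = 0.0105), and that of Cyp7a1 at 3.43 (SE 0.81, adjusted p = 0.0292). The call of Cyp7a1 ended without any array but WT natural mating replicates 1 and 3, WT IVF replicate 2, Atf7−/− natural mating replicate 3 and Atf7−/− IVF replicate 2 (adjusted p from 0.0551 to 0.0726).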

Next, we explored whether the absence of ATF7 affected the influence of IVF by comparing the liver gene expression profiles between IVF‐conceived *Atf7* ^*−/−*^ mice and naturally conceived *Atf7* ^*−/−*^ mice (*Atf7* ^*−/−*^ control). In *Atf7* ^*−/−*^ liver, 508 genes were upregulated and 825 genes were downregulated by IVF (Fig. 2C and Data S2). 

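Several of the genes that fell most with IVF in Atf7−/− liver, by the rule for named genes, act on lipids. Acot2, Vnn1 and Acacb, also among the 10 largest falls, are given further on. Mfsd2a, a transporter of lysophospholipids, fell by 3.69 on the log2 scale (SE 0.38, adjusted p = 0.000302, n = 3 arrays per group, limma), the steroid dehydrogenase gene Akr1c18 had a log2 fold change of -3.59 (SE 0.63, adjusted p = 0.00418) and the fatty acid binding protein gene Fabp5 -2.84 (SE 0.31, adjusted p = 0.000369). The endothelial lipase gene Lipg had -2.80 (SE 0.24, adjusted p = 0.00014), and Cyp4a12a, a male-specific fatty acid hydroxylase, -2.90 (SE 0.63, adjusted p = 0.0116). The acetylcholine receptor gene Chrna4 and Rgs16, a regulator of G protein signaling, had -2.87 (SE 0.64, adjusted p = 0.0129) and -2.69 (SE 0.59, adjusted p = 0.0125). The call of Chrna4 ended without Atf7−/− natural mating replicate 2 and Atf7−/− IVF replicate 3 (adjusted p from 0.0535 to 0.0582). That of Rgs16 ended without Atf7−/− IVF replicate 3 (adjusted p = 0.0578). Among the rises were the sulfotransferase gene Sult2a3 at 2.61 (SE 0.51, adjusted p = 0.00684), the transferrin receptor gene Tfrc at 1.84 (SE 0.38, adjusted p = 0.00909) and Lrtm1 at 1.74 (SE 0.31, adjusted p = 0.00475). The limma fit called 1136 probe sets higher and 1220 lower, which carry 512 and 811 distinct gene symbols. Probe sets with no gene symbol were 39.3% of the higher and 28.1% of the lower ones. In 99.3% of the called probe sets the groups did not overlap, which the rule for a call favours, against 32.2% of all probe sets and 10% by chance. Calls kept without each array in turn numbered 583 higher and 739 lower.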

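Nt5e, which had risen with IVF in WT liver, had a log2 fold change of 0.19 in Atf7−/− (adjusted p = 0.537), and the interaction was -1.49 (SE 0.23, adjusted p = 0.00424). Prps1 and Znrd1 also had negative interactions, of -0.84 (SE 0.15, adjusted p = 0.00757) and -1.18 (SE 0.16, adjusted p = 0.00249). Pnp rose in Atf7−/− as well, by 0.67 (SE 0.12, adjusted p = 0.00475), with an interaction of -0.016 (adjusted p = 0.972). Of the 989 probe sets higher with IVF in WT, 124 (12.5%) were also called higher in Atf7−/− and 865 (87.5%) were not. Independent lists of these sizes would share 32.3, and the odds ratio of the overlap is 4.64 (Fisher's exact test, one-sided p = 2.46e-38). The test treats probe sets as independent, which they are not, so its p does not measure the evidence. Not being called in Atf7−/− does not show a difference between the genotypes. Of the 865, the interaction was called in 354 (40.9%) and not in the other 511. Among all 989, 46 were called lower in Atf7−/−, 65.3% had a positive log2 fold change there, and the median there was 0.15. The shared count was 81 without Atf7−/− IVF replicate 2 and 75 without WT IVF replicate 3. The call of Pnp ended without Atf7−/− natural mating replicate 2 and Atf7−/− IVF replicate 3 (log2 fold changes from 0.54 to 0.59).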

Comparison of the IVF‐induced genes in WT (688 genes) with those in *Atf7* ^*−/−*^ (508 genes) liver indicated that the expression of 87% (596/688 genes) of the IVF‐induced genes in WT was not affected by IVF in *Atf7* ^*−/−*^ mice (Fig. 2D). Only 13% (92/688 genes, *P* < 0.001) were induced by IVF in both WT and *Atf7* ^*−/−*^ mice, and these included genes associated with the circadian rhythm (i.e., *NPAS2*,* ARNTL*, and *CRY1*) and complement and coagulation cascades (i.e., *MBL1*,* F13B*, and *FGA*). 

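In Atf7−/− liver, Arntl read 6.79 ± 0.36 (SD, n = 3) in natural mating and 8.45 ± 0.086 in IVF mice, a log2 fold change of 1.66 (SE 0.18, adjusted p = 0.00036) by limma, and its interaction was -0.57 (adjusted p = 0.211). Cry1 rose by 0.98 (SE 0.19, adjusted p = 0.00772), with an interaction of 0.26 (adjusted p = 0.64). Npas2 was not analysed here. Of the complement and coagulation genes, Mbl1 had 0.72 (SE 0.19, adjusted p = 0.029) and F13b 0.71 (SE 0.13, adjusted p = 0.00483), with interactions of -0.14 (adjusted p = 0.816) and 0.079 (adjusted p = 0.852). Fga, which encodes the fibrinogen α chain, has probe sets that differ. Probe set 10492755 rose in WT by 1.29 (SE 0.19, adjusted p = 0.00353) and in Atf7−/− by 0.77 (SE 0.19, adjusted p = 0.0211) (interaction -0.52, adjusted p = 0.282), while the brighter probe set 10492748 had 0.088 (adjusted p = 0.6) and -0.071 (adjusted p = 0.708). The interaction was not called for any of these genes, which leaves open how large a difference between the genotypes is. The call of Mbl1 ended without any array but Atf7−/− IVF replicate 1 (adjusted p from 0.0559 to 0.111). For Fga, the call of probe set 10492755 in Atf7−/− ended without Atf7−/− natural mating replicates 1 and 2 and Atf7−/− IVF replicate 3 (adjusted p from 0.0578 to 0.0872).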

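Part of the ribosomal protein genes rose with IVF in Atf7−/− liver. Rps25 rose by a log2 fold change of 1.55 (SE 0.15, adjusted p = 0.000226), Rpl5 by 1.32 (SE 0.22, adjusted p = 0.00322) and Rpl38 by 1.02 (SE 0.10, adjusted p = 0.00024). Of 60 ribosomal protein genes, 19 rose and 1 fell (19 and 1 when adjusted over the list alone), the median was 0.29, and 17 of the rises were kept without each array in turn (camera adjusted p = 1.27e-10, and adjusted p = 0.132 with an estimated correlation). In WT, 3 rose and 1 fell with IVF (3 and 1 over the list alone, camera adjusted p = 0.663, and adjusted p = 0.89 with an estimated correlation), and the interaction of the list gave camera adjusted p = 1.72e-07, and adjusted p = 0.165 with an estimated correlation. Nuclear-encoded genes of oxidative phosphorylation rose in 13 of 75 and fell in 3 (14 and 3 over the list alone). The ATP synthase subunit gene Atp5l rose by 1.15 (SE 0.19, adjusted p = 0.00294), Ndufa5 of complex I by 0.86 (SE 0.088, adjusted p = 0.00029) and Uqcr11 of complex III by 0.82 (SE 0.12, adjusted p = 0.00191), with a list median of 0.17 (camera adjusted p = 0.00105, and adjusted p = 0.317 with an estimated correlation). Its interaction gave camera adjusted p = 0.0237, and adjusted p = 0.441 with an estimated correlation, a call that ended without Atf7−/− IVF replicate 2 (adjusted p = 0.0509) and WT natural mating replicate 3 (adjusted p = 0.072). Small noncoding RNAs moved with these groups, and 34 of 361 were higher and 3 lower in Atf7−/− IVF (34 and 3 over the list alone, camera adjusted p = 0.00421, and adjusted p = 0.553 with an estimated correlation).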

The KEGG pathway analysis showed that the IVF‐induced genes in *Atf7* ^*−/−*^ liver were enriched for genes in 13 pathways (Fig. 2E and Data S5). Among them, only five pathways were common with those identified for upregulated genes in WT mice: circadian rhythm, spliceosome, complement and coagulation cascades, proteasome, and steroid hormone biosynthesis. 

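The splicing factor gene Srsf5 rose with IVF in Atf7−/− liver by a log2 fold change of 1.69 (SE 0.21, adjusted p = 0.000631), and Hnrnpc and Hnrnpm, which bind nascent transcripts, by 1.08 (SE 0.14, adjusted p = 0.000762) and 0.92 (SE 0.11, adjusted p = 0.000492). In Atf7−/−, 14 of 75 spliceosome genes rose (14 when adjusted over the list alone, camera adjusted p = 0.000148, and adjusted p = 0.401 with an estimated correlation). In WT, 5 rose (5 over the list alone, camera adjusted p = 0.00974, and adjusted p = 0.553 with an estimated correlation), among them Thoc3 at 0.93 (SE 0.17, adjusted p = 0.0088) and Snrpb2 at 0.92 (SE 0.14, adjusted p = 0.00471). Of 40 proteasome genes, 5 rose in Atf7−/− (5 over the list alone), led by Psma3 at 1.01 (SE 0.17, adjusted p = 0.00346), and 6 in WT (6 over the list alone), led by Psmb5 at 1.03 (SE 0.18, adjusted p = 0.00764) and Psmd14 at 1.02 (SE 0.12, adjusted p = 0.00161). The proteasome list gave camera adjusted p = 0.000408, and adjusted p = 0.668 with an estimated correlation in Atf7−/− and camera adjusted p = 0.0029, and adjusted p = 0.731 with an estimated correlation in WT, and the WT call ended without WT natural mating replicate 1 (adjusted p = 0.0737).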

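Complement genes rose in 4 of 28 in Atf7−/− (4 over the list alone), led by the terminal component gene C9 at 1.35 (SE 0.22, adjusted p = 0.00281) (camera adjusted p = 0.00326, and adjusted p = 0.551 with an estimated correlation), and coagulation genes in 1 of 34 (1 rose and 1 fell over the list alone, camera adjusted p = 0.0149, and adjusted p = 0.649 with an estimated correlation). The coagulation list call ended without Atf7−/− IVF replicate 3 (adjusted p = 0.113). Genes in phase with Arntl rose in 3 of 5 and fell in 1 (3 and 1 over the list alone, median 0.98, camera adjusted p = 0.0743, and adjusted p = 0.438 with an estimated correlation). Steroid hormone genes went both ways, with 4 of 34 higher and 3 lower (4 and 3 over the list alone, camera adjusted p = 0.255, and adjusted p = 0.811 with an estimated correlation), such as Akr1d1, a reductase of bile acid synthesis, at 1.09 (SE 0.11, adjusted p = 0.000253). The interaction of these 6 lists had camera adjusted p from 0.119 to 0.813. The Arntl-phase list passed camera upwards with IVF in Atf7−/− without Atf7−/− natural mating replicate 3 (adjusted p = 0.0289). The complement list passed camera upwards for the interaction without Atf7−/− IVF replicate 2 (adjusted p = 0.0349) or WT natural mating replicate 1 (adjusted p = 0.0343).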

Other pathways identified in WT mice, including purine metabolism and terpenoid backbone biosynthesis, were not observed in *Atf7* ^*−/−*^ mice.

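Some genes of terpenoid backbone biosynthesis, the mevalonate route to isoprenoids and sterols, rose with IVF in WT and some fell in Atf7−/− liver. In WT, 5 of 18 rose with IVF (5 when adjusted over the list alone), 2 of them without each array in turn, with a median log2 fold change of 0.35 (camera adjusted p = 2.56e-05, and adjusted p = 0.317 with an estimated correlation). They include Nus1, a subunit of the enzyme that makes dolichol, at 1.04 (SE 0.15, adjusted p = 0.00394), and Zmpste24, a protease that processes prenylated proteins, at 0.86 (SE 0.12, adjusted p = 0.00269). In Atf7−/−, 5 fell (7 over the list alone), 1 of them without each array in turn, with a median of -0.12 (camera adjusted p = 0.0173, and adjusted p = 0.473 with an estimated correlation). Mvd, the mevalonate diphosphate decarboxylase gene, fell by 1.43 (SE 0.35, adjusted p = 0.02), and had -0.023 in WT (adjusted p = 0.978) with an interaction of -1.41 (adjusted p = 0.116). The interaction was called lower in 9 of the 18 genes (10 over the list alone, camera adjusted p = 1.2e-07, and adjusted p = 0.251 with an estimated correlation). The Atf7−/− call of the list ended without Atf7−/− IVF replicate 1 (adjusted p = 0.116). The call of Mvd ended without Atf7−/− natural mating replicates 2 and 3 and Atf7−/− IVF replicate 3 (adjusted p from 0.0581 to 0.081). Atf7−/− IVF replicate 2 read highest of its group in 12 of the 18 genes, and without it 7 fell in Atf7−/−, among them Hmgcs1 (-1.19, adjusted p = 0.00781). Mvd was called for the interaction without WT natural mating replicate 3 (-1.89, adjusted p = 0.00677).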

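Of the polymerases and ribonucleotide reductase genes of purine and pyrimidine metabolism, 3 of 43 fell in Atf7−/− (3 over the list alone), such as the RNA polymerase II subunit genes Polr2e at -1.14 (SE 0.16, adjusted p = 0.00113) and Polr2j at -0.72 (SE 0.13, adjusted p = 0.00482). Their list did not pass there (camera adjusted p = 0.18, and adjusted p = 0.838 with an estimated correlation), and its interaction did (camera adjusted p = 0.000508, and adjusted p = 0.551 with an estimated correlation), with 5 genes lower (7 over the list alone). Nudt9, an ADP-ribose pyrophosphatase, fell in Atf7−/− by 1.28 (SE 0.11, adjusted p = 0.00014), the single called gene of 14 ecto-enzymes and pyrophosphohydrolases (1 over the list alone, camera adjusted p = 0.0115, and adjusted p = 0.387 with an estimated correlation). The polymerase and reductase list passed camera downwards with IVF in Atf7−/− without Atf7−/− IVF replicate 2 (adjusted p = 0.0034).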

Comparison of the IVF‐induced downregulated genes in WT (204 genes) with those in *Atf7* ^*−/−*^ (825 genes) liver indicated that the expression of 68% (138/204 genes) of the IVF‐induced downregulated genes in WT was not affected by IVF in *Atf7* ^*−/−*^ mice (Fig. 2F). 

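Vaultrc5, a vault RNA, fell in WT by 1.96 on the log2 scale (SE 0.20, adjusted p = 0.000725) and had an interaction of 3.27 (SE 0.28, adjusted p = 0.000245). Per3 and Per2 had interactions of 1.83 (SE 0.32, adjusted p = 0.00714) and 0.91 (SE 0.20, adjusted p = 0.0239), and log2 fold changes of -0.49 (adjusted p = 0.192) and -0.57 (adjusted p = 0.025) in Atf7−/−. Among genes lower in both genotypes, Ciart had -2.07 (SE 0.38, adjusted p = 0.00485) in Atf7−/− and Apoa4 -1.51 (SE 0.30, adjusted p = 0.00706). Of the 582 probe sets lower with IVF in WT, 97 (16.7%) were lower in Atf7−/− as well and 485 (83.3%) were not called lower there. Independent lists would share 20.4 (odds ratio 5.89, Fisher's exact test, one-sided p = 7.43e-38, which treats dependent probe sets as independent). The interaction was called in 239 of the 485 (49.3%) and not in 246. In Atf7−/−, 67 were called higher, 55.5% had a negative log2 fold change and the median was -0.10. For the interaction, the call of Per2 ended without Atf7−/− natural mating replicates 1 and 3, Atf7−/− IVF replicate 3 and WT IVF replicates 1 and 3 (adjusted p from 0.0544 to 0.0619). Per2 in Atf7−/−, under the fold threshold, was called without Atf7−/− natural mating replicate 3, at -0.62 with an adjusted p of 0.0457. Per2 was called with IVF in Atf7−/− without Atf7−/− natural mating replicate 3 (-0.62, adjusted p = 0.0457).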

About 32% (66/204 genes, *P* < 0.001) were downregulated by IVF in both WT and *Atf7* ^*−/−*^ mice, and these included genes associated with the PPAR signaling pathway (i.e., *FADS2* and *PLTP*) and glutathione metabolism (i.e., *GSTT2, GSTP1*, and *OPLAH*). 

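In Atf7−/− liver, Fads2 fell with IVF by 0.76 on the log2 scale (SE 0.11, adjusted p = 0.00189, limma, n = 3 arrays per group), and its interaction was -0.068 (adjusted p = 0.856). Pltp had -2.25 (SE 0.20, adjusted p = 0.000159), with an interaction of -1.34 (SE 0.29, adjusted p = 0.0192), so that its fall was larger in Atf7−/− than in WT. Gstt2, a glutathione S-transferase gene, had log2 fold changes of -2.08 (SE 0.26, adjusted p = 0.00192) in WT and -1.63 (SE 0.26, adjusted p = 0.00261) in Atf7−/−. Gstp1, of the same enzyme family, had -1.15 (SE 0.22, adjusted p = 0.0126) and -0.89 (SE 0.22, adjusted p = 0.0232), and Oplah, which turns oxoproline into glutamate, -0.87 (SE 0.13, adjusted p = 0.00361) and -0.76 (SE 0.13, adjusted p = 0.00326). The interactions of Gstt2, Gstp1 and Oplah were 0.44 (adjusted p = 0.54), 0.26 (adjusted p = 0.694) and 0.11 (adjusted p = 0.774). The call of Gstp1 ended without Atf7−/− natural mating replicate 1 and Atf7−/− IVF replicate 3 (adjusted p from 0.0748 to 0.09). For the interaction, the call of Pltp ended without Atf7−/− IVF replicate 3 and WT IVF replicate 1 (adjusted p from 0.0501 to 0.0516).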

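Several genes of cholesterol synthesis fell with IVF in Atf7−/− liver. Lss, which closes the sterol ring, had a log2 fold change of -1.80 (SE 0.28, adjusted p = 0.00215), Hsd17b7 -1.52 (SE 0.21, adjusted p = 0.00137) and Nsdhl -1.93 (SE 0.39, adjusted p = 0.00812). Sqle, the squalene epoxidase gene, had -2.49 (SE 0.65, adjusted p = 0.0289). Of 12 genes that act after farnesyl diphosphate, 8 fell (9 when adjusted over the list alone), 6 of them without each array in turn, with a median of -1.24 (camera adjusted p = 4.09e-06, and adjusted p = 0.452 with an estimated correlation). In WT, 3 rose (6 over the list alone, median 0.69, camera adjusted p = 0.00148, and adjusted p = 0.588 with an estimated correlation), 0 of them without each array in turn, such as Msmo1 at 1.2 (SE 0.30, adjusted p = 0.0335). In these 12 genes Atf7−/− IVF replicate 2 read highest of its group in 11, with a mean log2 value of 9.68 against 8.85 and 8.86, and WT natural mating replicate 3 in 10, with 9.67 against 9.06 and 9.12. For Sqle these arrays read 8.97 against 6.65 and 6.58, and 9.44 against 7.38 and 7.68, while WT IVF read 9.13 to 9.71. Without the former array, 9 genes fell in Atf7−/−, with Cyp51 then called (-1.74, adjusted p = 0.0089), and without the latter Cyp51 was called in WT (1.76, adjusted p = 0.0244). The interaction was called lower in 8 genes (9 over the list alone, camera adjusted p = 6.12e-09, and adjusted p = 0.387 with an estimated correlation). Of 24 genes that make glycosylphosphatidylinositol anchors, 6 fell in Atf7−/− (6 over the list alone, camera adjusted p = 0.0743, and adjusted p = 0.555 with an estimated correlation), among them Pigt at -0.96 (SE 0.091, adjusted p = 0.000219), Pigs at -0.96 (SE 0.10, adjusted p = 0.000351) and Gpaa1 at -0.95 (SE 0.11, adjusted p = 0.000544), subunits of the enzyme that attaches the anchor. Pgd and G6pd2, dehydrogenases of the pentose phosphate pathway, fell by 1.67 (SE 0.22, adjusted p = 0.00103) and 0.83 (SE 0.18, adjusted p = 0.0107), and 3 of 16 genes of that list fell (3 over the list alone, camera adjusted p = 0.0886, and adjusted p = 0.421 with an estimated correlation). The call of Sqle ended without any array but Atf7−/− IVF replicate 2 and Atf7−/− natural mating replicate 1 (adjusted p from 0.0743 to 0.113). For IVF in WT, the call of Msmo1 ended without any array but WT natural mating replicate 3 (adjusted p from 0.0585 to 0.106). The GPI anchor list passed camera downwards with IVF in Atf7−/− without Atf7−/− IVF replicate 2 (adjusted p = 0.043) or Atf7−/− natural mating replicate 2 (adjusted p = 0.0338). The pentose phosphate list passed camera downwards with IVF in Atf7−/− without Atf7−/− IVF replicate 2 (adjusted p = 0.0158).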

The KEGG pathway analysis showed that the IVF‐induced downregulated genes in *Atf7* ^*−/−*^ liver were enriched for genes in 22 pathways (Fig. 2G and Data S5). Among them, four pathways were common with those identified for downregulated genes in WT mice: PPAR signaling pathway, biosynthesis of unsaturated fatty acids, glutathione metabolism, and metabolism of xenobiotics by cytochrome P450. 

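Acacb, an acetyl-CoA carboxylase whose product controls fatty acid entry into mitochondria, fell by 2.72 on the log2 scale with IVF in Atf7−/− liver (SE 0.53, adjusted p = 0.00709). The fatty acid synthase gene Fasn had -2.33 (SE 0.66, adjusted p = 0.0415) and the malic enzyme gene Me1 -2.43 (SE 0.56, adjusted p = 0.0153). Of 22 genes of fatty acid synthesis and desaturation, 13 fell (17 when adjusted over the list alone), 7 of them without each array in turn, with a median of -1.14 (camera adjusted p = 5.28e-10, and adjusted p = 0.38 with an estimated correlation), and the interaction of the list gave camera adjusted p = 1.72e-07, and adjusted p = 0.421 with an estimated correlation, with 4 genes called lower (11 over the list alone). Atf7−/− IVF replicate 2 read highest of its group in 18 of these genes (mean log2 value 10.08 against 9.05 and 8.97, and 11.74 against 9.36 and 9.13 for Fasn). Without it 17 fell, Acly (-1.77, adjusted p = 0.0484) among them, and the interaction was called in 12, among them Fasn (-3.31, adjusted p = 0.0181) and Scd1 (-1.71, adjusted p = 0.00074). WT natural mating replicate 3 read highest of its group in 15 (mean 10.57 against 9.75 and 9.78), and without it the interaction was called in 7. The interaction was called in 2 without Atf7−/− natural mating replicate 3, Atf7−/− IVF replicate 1 or 3, WT natural mating replicate 1, or WT IVF replicate 1 or 3. Acot2, a mitochondrial acyl-CoA thioesterase gene, had -2.75 (SE 0.38, adjusted p = 0.00122), the pantetheinase gene Vnn1 -2.75 (SE 0.40, adjusted p = 0.00161) and the lipoprotein lipase inhibitor gene Angptl4 -1.46 (SE 0.24, adjusted p = 0.0029). With these, 11 of 38 PPARα targets and genes of fatty acid oxidation fell (11 over the list alone, median -0.43, camera adjusted p = 2.65e-05, and adjusted p = 0.553 with an estimated correlation), and the interaction of that list did not pass (camera adjusted p = 0.196, and adjusted p = 0.89 with an estimated correlation). The call of Fasn ended without any array but Atf7−/− IVF replicate 2 (adjusted p from 0.0737 to 0.152). That of Me1 ended without Atf7−/− natural mating replicate 2 and Atf7−/− IVF replicate 3 (adjusted p from 0.0525 to 0.0683). The PPARα list passed camera downwards for the interaction without WT natural mating replicate 1 (adjusted p = 0.0139).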

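In glutathione metabolism, 10 of 43 genes fell and 1 rose in Atf7−/− (11 and 1 over the list alone), such as the transferase gene Gstt3 at -1.35 (SE 0.16, adjusted p = 0.000544). The list gave camera adjusted p = 0.0471, and adjusted p = 0.441 with an estimated correlation, a call that ended without Atf7−/− natural mating replicate 1 (adjusted p = 0.0819), Atf7−/− natural mating replicate 3 (adjusted p = 0.0621) and Atf7−/− IVF replicate 1 (adjusted p = 0.185). In WT, 5 fell and 2 rose (5 and 2 over the list alone, camera adjusted p = 0.795, and adjusted p = 0.897 with an estimated correlation), and the interaction gave camera adjusted p = 0.118, and adjusted p = 0.553 with an estimated correlation. Drug-metabolising cytochromes P450 went both ways in Atf7−/−, with 2 of 45 lower and 4 higher (3 and 5 over the list alone, camera adjusted p = 0.243, and adjusted p = 0.881 with an estimated correlation), and in WT 2 were lower and 3 higher (2 and 7 over the list alone, camera adjusted p = 0.41, and adjusted p = 0.892 with an estimated correlation).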

Other pathways identified in WT mice, including circadian rhythm, were not observed in *Atf7* ^*−/−*^ mice.

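Some clock output genes fell with IVF in Atf7−/− liver too, while Clock had -0.048 (adjusted p = 0.843) and an interaction of -0.93 (SE 0.15, adjusted p = 0.00566). Per1 fell by 1.99 on the log2 scale (SE 0.14, adjusted p = 7.43e-05, limma), Bhlhe40, which encodes a repressor of the clock, had -2.01 (SE 0.27, adjusted p = 0.000971) and Nr1d1 -1.69 (SE 0.28, adjusted p = 0.00305). Dbp read 9.44 ± 0.39 (SD, n = 3) in natural mating and 7.47 ± 0.79 in IVF mice, a log2 fold change of -1.96 (SE 0.33, adjusted p = 0.00325) with an interaction of 0.32 (adjusted p = 0.757). Of 15 genes in phase with Dbp, 7 fell and 1 rose (7 and 1 when adjusted over the list alone), the latter being Lonrf3 at 1.65 (SE 0.21, adjusted p = 0.000822). The median was -0.57 (camera adjusted p = 2.56e-05, and adjusted p = 0.401 with an estimated correlation). For the list as a whole the interaction did not pass (camera adjusted p = 0.13, and adjusted p = 0.773 with an estimated correlation), with 2 genes called higher and 2 lower (3 and 2 over the list alone). The Dbp-phase list passed camera upwards for the interaction without Atf7−/− IVF replicate 2 (adjusted p = 0.00879).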

These results indicate that a loss of ATF7 inhibits the considerable percentage of IVF‐induced gene expression change, and this was more evident in the IVF‐induced upregulated genes than in the downregulated genes. 

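By the interaction of the lists with camera, the change with IVF was lower in Atf7−/− than in WT for terpenoid, cholesterol and fatty acid synthesis and higher for ribosomal protein genes. None of these calls held with an estimated correlation, where the adjusted p were 0.251, 0.387, 0.421 and 0.165 in that order. Among single genes with large interactions, the transporter gene Slc15a2 had 2.22 (SE 0.48, adjusted p = 0.0206) and the aldo-keto reductase gene Akr1c19 2.15 (SE 0.29, adjusted p = 0.00242), while Sqle had -3.83 (SE 0.92, adjusted p = 0.0317), Fabp5 -3.49 (SE 0.44, adjusted p = 0.00161) and Nsdhl -2.95 (SE 0.55, adjusted p = 0.0102). Across all probe sets, the log2 fold changes of IVF in WT and in Atf7−/− had a Pearson's r of 0.133 and a covariance of 0.0182, and probe sets are not independent replicates. Among the 1571 probe sets called in WT, the interaction was called in 603. The call of Slc15a2 ended without Atf7−/− natural mating replicates 1 and 2, Atf7−/− IVF replicate 3 and WT IVF replicate 3 (adjusted p from 0.0502 to 0.053). That of Sqle ended without any array but WT natural mating replicate 3, Atf7−/− natural mating replicate 1 and Atf7−/− IVF replicate 2 (adjusted p from 0.0514 to 0.0778). From the share of the genes called in WT that were not called in Atf7−/−, the paper concludes that loss of ATF7 inhibits a considerable part of the expression changes with IVF, and more so for upregulated genes.

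**Figure D2:**
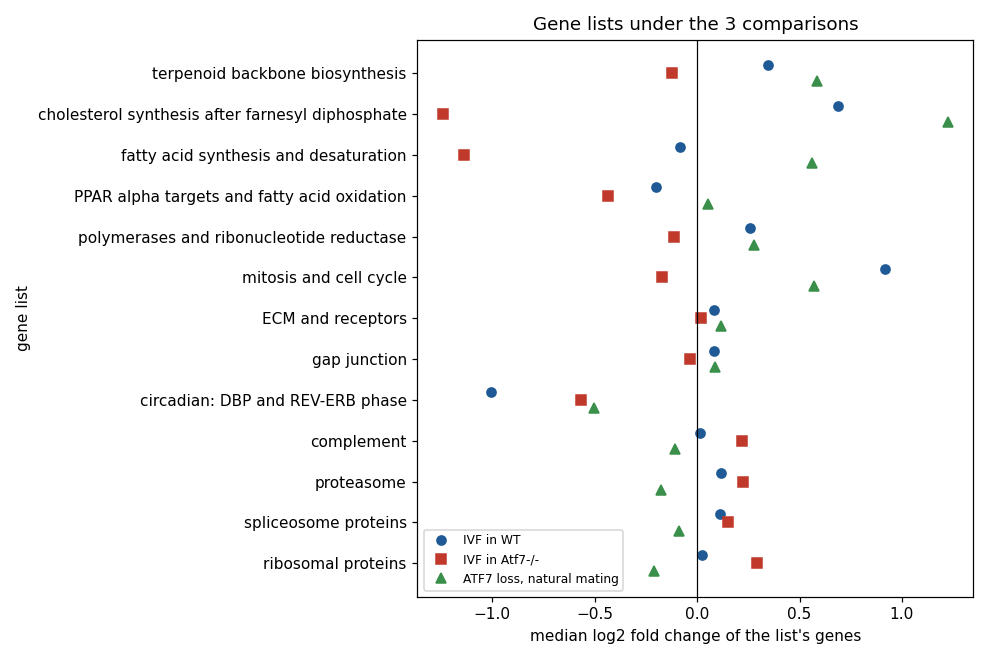
Median log2 fold change (horizontal axis) of 13 gene lists (vertical axis) for IVF in WT, IVF in Atf7−/− and ATF7 loss. Each mark is the median over the measured genes of a list. For cholesterol synthesis the median is 0.69 for IVF in WT, -1.24 for IVF in Atf7−/− and 1.23 for ATF7 loss.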

Our previous studies showed that ATF7 silences gene expression via recruitment of the histone H3K9 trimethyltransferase ESET or the histone H3K9 dimethyltransferase G9a 26, 27. In response to stress, ATF7 is phosphorylated and released from the target genes, which causes upregulation of the target genes. Thus, the upregulated genes by IVF or ATF7 mutation may be the key to understand the effect of IVF. Downregulation of the genes by IVF or ATF7 mutation is likely to be induced indirectly.

### ATF7 ablation can partially mimic the effect of IVF

ATF7 acts as a transcriptional repressor and mediates stress‐induced gene expression. Therefore, *Atf7* ^*−/−*^ mice exhibit some similar phenotypes to WT mice exposed to stress 26, 27. Thus, we compared the gene expression profiles of *Atf7* ^*−/−*^ and WT livers. 

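For the effect of ATF7 loss, the 3 arrays of Atf7−/− mice conceived by natural mating were compared with the 3 arrays of WT mice conceived by natural mating, in the same limma fit. The 3 WT natural mating arrays are also the reference of the comparison of WT IVF with natural mating, so that both contrasts share their chance values. In 50 simulations of unchanged groups against these shared arrays, the log2 fold changes of both contrasts had a median Pearson's r of 0.498 across probe sets (0.486 to 0.514), and the observed r was 0.522. The covariance was 0.0739 observed and 0.0213 simulated (highest 0.0223), a difference of 0.0526. The same sign was seen in 67.4% of probe sets, against 66.6% simulated. The Atf7−/− natural mating arrays are in turn shared with the Atf7−/− IVF comparison, where the observed r with ATF7 loss was -0.649 against -0.499 simulated, and the covariance -0.101 against -0.0214. With 3 arrays the shared group cannot be split, and part of the excess may come from the shared arrays. Akr1c18, which had fallen with IVF in Atf7−/−, had a log2 fold change of 3.12 (SE 0.63, adjusted p = 0.00774) for ATF7 loss.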

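Between Atf7−/− and WT mice conceived by natural mating, the water channel gene Aqp8 rose by a log2 fold change of 2.46 (SE 0.29, adjusted p = 0.000421), the ubiquitin ligase gene Rnf144b by 2.16 (SE 0.11, adjusted p = 5.17e-06) and the matrix protein gene Spon2 by 1.94 (SE 0.20, adjusted p = 0.000174). Ly96, which encodes a coreceptor of lipopolysaccharide, rose by 2.04 (SE 0.25, adjusted p = 0.000438) and Fabp5 by 2.05 (SE 0.31, adjusted p = 0.00159). Among the largest falls were noncoding RNAs and protein-coding genes, the latter including Pigr (-2.24), Nnmt (-1.94) and Srsf5 (-1.82). Vaultrc5 fell by 3.33 (SE 0.20, adjusted p = 1.12e-05), the nuclear RNA Malat1 had -1.72 (SE 0.15, adjusted p = 7.15e-05), Rmrp, the RNA of an endoribonuclease, -1.69 (SE 0.16, adjusted p = 0.000109) and Timm8a1, of mitochondrial protein import, -1.74 (SE 0.20, adjusted p = 0.000329). The limma fit called 1332 probe sets higher and 1274 lower, which carry 891 and 422 distinct gene symbols. Probe sets with no gene symbol were 26.2% of the higher and 54.1% of the lower ones. In 99.3% of the called probe sets the groups did not overlap, which the rule for a call favours, against 31.9% of all and 10% by chance. Calls kept without each array in turn numbered 802 higher and 735 lower. Of 18 Kupffer cell and macrophage markers, 6 fell and 1 rose (6 and 1 adjusted over the list alone, median -0.36; camera adjusted p = 0.0003, and adjusted p = 0.555 with an estimated correlation).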

In *Atf7* ^*−/−*^ liver, 903 genes were upregulated and 416 genes were downregulated compared with WT liver (Fig. 3A and Data S3). Comparison of the 903 upregulated genes with the 688 IVF‐induced genes showed that 37% (255/688 genes) of the IVF‐induced genes also exhibited higher expression levels in *Atf7* ^*−/−*^ than in WT mice (Fig. 3B). 

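Rises shared by IVF in WT and ATF7 loss include Znrd1, with a log2 fold change of 1.02 (SE 0.11, adjusted p = 0.000301) for ATF7 loss, Hsd3b7 at 1.76 (SE 0.16, adjusted p = 0.000102) and Clock at 0.90 (SE 0.11, adjusted p = 0.000405). Nt5e read 9.44 ± 0.20 (SD, n = 3) in Atf7−/− natural mating liver, 1.40 (SE 0.16, adjusted p = 0.000349) above WT natural mating, and Mest 8.38 ± 0.41, 1.46 (SE 0.24, adjusted p = 0.00259) above it. Of the 989 probe sets higher with IVF in WT, 398 (40.2%) were also higher with ATF7 loss. Independent lists would share 37.9 (odds ratio 23.7 by Fisher's exact test), and simulated unchanged groups against the same WT arrays shared a median of 0 called probe sets. The first value leaves out the shared arrays and the second the real effects, so part of the excess may come from the shared WT natural mating arrays. The median log2 fold change of the 989 for ATF7 loss was 0.53, and 91.9% were above 0.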

The 903 upregulated genes were enriched for genes in 17 pathways (Fig. 3C). 

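Some genes that build and attach membrane anchors and glycans rose with ATF7 loss. Gpaa1 and Pigt, subunits of the enzyme that attaches glycosylphosphatidylinositol anchors, rose by log2 fold changes of 0.93 (SE 0.11, adjusted p = 0.000416) and 0.93 (SE 0.091, adjusted p = 0.000147), and 8 of 24 genes of anchor synthesis rose (8 when adjusted over the list alone, median 0.40, camera adjusted p = 0.00158, and adjusted p = 0.387 with an estimated correlation). Alg3, a mannosyltransferase, rose by 1.67 (SE 0.15, adjusted p = 0.000109) and the sialyltransferase gene St6gal1 by 0.87 (SE 0.16, adjusted p = 0.00545). Of 42 genes of N-glycan synthesis, 8 rose and 1 fell (8 and 1 over the list alone, median 0.14, camera adjusted p = 0.00308, and adjusted p = 0.317 with an estimated correlation). The pentose phosphate pathway gene Pgd rose by 1.67 (SE 0.22, adjusted p = 0.000803) and G6pd2 by 0.93 (SE 0.18, adjusted p = 0.0053), 3 of 16 in that pathway (3 over the list alone), which did not pass as a list (camera adjusted p = 0.0585, and adjusted p = 0.387 with an estimated correlation). In glutathione metabolism 8 of 43 genes rose and 1 fell (9 and 1 over the list alone, camera adjusted p = 0.183, and adjusted p = 0.555 with an estimated correlation), including Gstm6 at 1.21 (SE 0.16, adjusted p = 0.000808) and Gstt3 at 1.19 (SE 0.16, adjusted p = 0.00078). The pentose phosphate list passed camera upwards with ATF7 loss without Atf7−/− natural mating replicate 1 (adjusted p = 0.049).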

The majority of these pathways were closely related to metabolism, including purine and pyrimidine metabolism, steroid biosynthesis, and steroid hormone biosynthesis, implying that ATF7 plays an important role in the regulation of metabolism in liver. 

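Several cholesterol synthesis genes rose with ATF7 loss. Nsdhl rose by a log2 fold change of 1.76 (SE 0.39, adjusted p = 0.0122), Hsd17b7 by 1.41 (SE 0.21, adjusted p = 0.00171) and Tm7sf2 by 1.35 (SE 0.18, adjusted p = 0.000711), and Cyp51, the lanosterol demethylase gene, had 1.48 (SE 0.40, adjusted p = 0.0303). Of 12 genes after farnesyl diphosphate, 8 rose (9 when adjusted over the list alone), 4 of them without each array in turn (camera adjusted p = 2.94e-05, and adjusted p = 0.533 with an estimated correlation). Steroid hormone genes went both ways, with 5 of 34 higher and 3 lower (5 and 3 over the list alone, camera adjusted p = 0.859, and adjusted p = 0.967 with an estimated correlation), such as Hsd3b2, a hydroxysteroid dehydrogenase gene, at -1.18 (SE 0.13, adjusted p = 0.000276) and the steroid reductase gene Srd5a3 at 1.12 (SE 0.22, adjusted p = 0.00685). The call of Cyp51 ended without any array but Atf7−/− natural mating replicate 1 and WT natural mating replicate 3 (adjusted p from 0.0868 to 0.105). Without WT natural mating replicate 3, which read highest of its group in 10 of the cholesterol genes, 9 rose, with Sqle then called (2.36, adjusted p = 0.0328).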

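Few genes of the purine lists were called. Of 12 genes of de novo synthesis, 1 rose and 1 fell (1 and 1 over the list alone), with Paics, a bifunctional enzyme of the route, at 0.79 (SE 0.12, adjusted p = 0.00171). Of 14 ecto-enzymes and pyrophosphohydrolases 2 rose (2 over the list alone), Enpp3 by 1.2 (SE 0.22, adjusted p = 0.00479) and Nudt9 by 1.03 (SE 0.11, adjusted p = 0.000243) (camera adjusted p = 0.0295, and adjusted p = 0.438 with an estimated correlation), a list call that ended without Atf7−/− natural mating replicate 1 (adjusted p = 0.0517) and WT natural mating replicate 3 (adjusted p = 0.103). Of 22 salvage and breakdown genes 1 rose and 2 fell (1 and 2 over the list alone, camera adjusted p = 0.79, and adjusted p = 0.89 with an estimated correlation), and of 24 pyrimidine genes 3 rose and 1 fell (3 and 1 over the list alone, camera adjusted p = 0.855, and adjusted p = 0.933 with an estimated correlation), led by the uridine kinase gene Uck2 at 1.18 (SE 0.16, adjusted p = 0.000753) and the cytidine deaminase gene Cda at 0.93 (SE 0.19, adjusted p = 0.00713).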

Interestingly, six pathways enriched for the IVF‐induced genes were common to those enriched for the ATF7 ablation‐induced genes, including purine metabolism, pyrimidine metabolism, and terpenoid backbone biosynthesis (Fig. 3C and Data S6).

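Polr2f, a subunit shared by the RNA polymerases, rose with ATF7 loss by a log2 fold change of 1.11 (SE 0.17, adjusted p = 0.00185) and Polr2e by 0.83 (SE 0.16, adjusted p = 0.00498). Of 43 polymerase, primase and ribonucleotide reductase genes, 5 rose and 1 fell (5 and 1 when adjusted over the list alone), and the list gave camera adjusted p = 0.0267, and adjusted p = 0.727 with an estimated correlation. Of 18 terpenoid backbone genes, 8 rose (8 over the list alone, median 0.59, camera adjusted p = 2.42e-06, and adjusted p = 0.306 with an estimated correlation). Of these rises, 2 were kept without each array in turn. The count ran from 4, without Atf7−/− natural mating replicate 3 or WT natural mating replicate 2, to 8, without WT natural mating replicate 3. Mvk, the mevalonate kinase gene, rose by 0.94 (SE 0.14, adjusted p = 0.00155) and Zmpste24 by 0.80 (SE 0.12, adjusted p = 0.0014). Gap junction genes rose in 8 of 56 (8 over the list alone, camera adjusted p = 0.0274, and adjusted p = 0.452 with an estimated correlation), among them the tubulin genes Tubb6 at 1.22 (SE 0.20, adjusted p = 0.00224) and Tubb5 at 0.97 (SE 0.20, adjusted p = 0.00778) and the growth factor gene Pdgfa at 0.99 (SE 0.15, adjusted p = 0.00198). Markers of stellate cells and fibroblasts were higher beside them, 6 of 19 (6 over the list alone, median 0.36, camera adjusted p = 0.000264, and adjusted p = 0.553 with an estimated correlation). The polymerase list call ended without WT natural mating replicate 1 (adjusted p = 0.0648) and WT natural mating replicate 3 (adjusted p = 0.0718), and the gap junction list call without Atf7−/− natural mating replicate 3 (adjusted p = 0.0541) and WT natural mating replicate 1 (adjusted p = 0.0613).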

**Figure 3:**
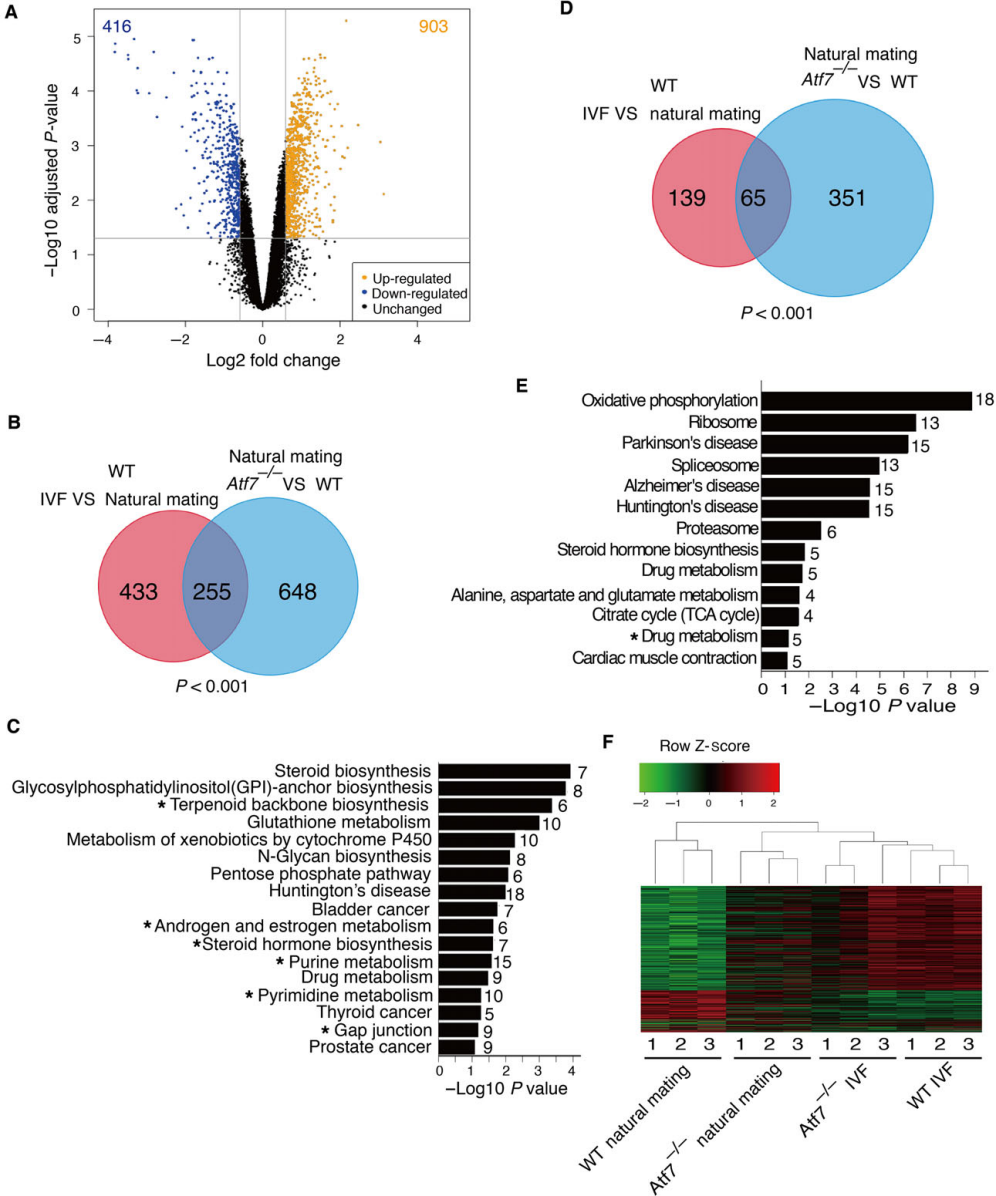
ATF7 deficiency partially mimics the effects of IVF on gene expression in liver. (A) Volcano plot for the analysis of differential gene expression between *Atf7* ^*−/−*^ and WT samples. Loss of ATF7 resulted in upregulation of 903 genes (yellow spots) and downregulation of 416 genes (blue spots). (B) Venn diagram showing overlap between IVF‐induced and ATF7 deficiency‐induced upregulated genes. Statistical significance of the overlap was examined by Fisher's exact test. (C) KEGG pathway enrichment analysis for ATF7 deficiency‐induced upregulated genes. *P*‐values for the gene enrichment analysis were calculated by a modified Fisher's exact test, and the number to the right of each bar is the number of genes involved in each pathway. Seventeen KEGG pathways (*P* < 0.1) were overrepresented among upregulated genes, and six pathways were common with those overrepresented among IVF‐induced upregulated genes in WT mice (marked by asterisks). (D) Venn diagram showing overlap between IVF‐induced and ATF7 deficiency‐induced downregulated genes. Statistical significance of the overlap was examined by Fisher's exact test. (E) KEGG pathway enrichment analysis for ATF7 deficiency‐induced downregulated genes. *P*‐values for the gene enrichment analysis were calculated by a modified Fisher's exact test, and the number to the right of each bar is the number of genes involved in each pathway. Thirteen KEGG pathways (*P* < 0.1) were overrepresented among downregulated genes, and one pathway was common with those overrepresented among IVF‐induced downregulated genes in WT mice (marked by asterisks). (F) Unsupervised hierarchical clustering using IVF‐induced differential gene expression between IVF and natural mating samples. Red and green indicate higher and lower expression levels, respectively.

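The uridine phosphorylase gene Upp2 fell with ATF7 loss by 1.37 on the log2 scale (SE 0.30, adjusted p = 0.0107, limma), Per3 had a log2 fold change of -1.77 (SE 0.22, adjusted p = 0.000578), Per2 -0.92 (SE 0.14, adjusted p = 0.00201) and Usp2 -0.95 (SE 0.18, adjusted p = 0.00528), and these genes had also fallen with IVF in WT. Of 15 genes in phase with Dbp, 6 fell with ATF7 loss and 0 rose (6 and 2 when adjusted over the list alone, median -0.51, camera adjusted p = 0.00554, and adjusted p = 0.553 with an estimated correlation). Of the 582 probe sets lower with IVF in WT, 245 (42.1%) were lower with ATF7 loss and 7 were higher. Independent lists would share 21.3 (odds ratio 23.4 by Fisher's exact test), and simulated unchanged groups shared a median of 0. No p is given, since probe sets are not independent and both contrasts share arrays. Part of the excess may come from the WT natural mating arrays that both contrasts use. The median for ATF7 loss was -0.56, and 88% were below 0. The shared count was 158 without WT natural mating replicate 2, 380 without WT natural mating replicate 3 and 151 without WT IVF replicate 2.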

Comparison of the 416 downregulated genes with the 204 IVF‐induced downregulated genes showed that 32% (65/204 genes) of the IVF‐induced genes also exhibited lower expression levels in *Atf7* ^*−/−*^ than in WT mice (Fig. 3D). 

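Part of the ribosomal protein genes were lower in Atf7−/− than in WT mice conceived by natural mating. Rpl24 fell by 1.49 on the log2 scale (SE 0.10, adjusted p = 2.03e-05), Rps9 had a log2 fold change of -1.27 (SE 0.083, adjusted p = 1.6e-05) and Rpl23a -1.21 (SE 0.13, adjusted p = 0.000203). Of 60 such genes 15 fell (15 when adjusted over the list alone, median -0.21, camera adjusted p = 3.58e-08, and adjusted p = 0.165 with an estimated correlation). In oxidative phosphorylation, 15 of 75 genes fell and 6 rose (15 and 6 over the list alone, median -0.12, camera adjusted p = 0.00511, and adjusted p = 0.387 with an estimated correlation), with Atp5l at -1.75 (SE 0.19, adjusted p = 0.00025) and, upward, the complex I gene Ndufs8 at 1.22 (SE 0.16, adjusted p = 0.000611). Of 75 spliceosome genes 10 fell and 2 rose (11 and 2 over the list alone, camera adjusted p = 0.00807, and adjusted p = 0.553 with an estimated correlation), and Srsf5 had -1.82 (SE 0.21, adjusted p = 0.000329) and Hnrnpc -1.02 (SE 0.14, adjusted p = 0.000808). Proteasome genes fell in 4 of 40 and rose in 3 (5 and 3 over the list alone, camera adjusted p = 0.0251, and adjusted p = 0.811 with an estimated correlation), with the activator gene Psme2 at -0.96 (SE 0.15, adjusted p = 0.00161) and Psmb5 at 0.88 (SE 0.18, adjusted p = 0.00758). That list call ended without Atf7−/− natural mating replicate 2 (adjusted p = 0.0985) and WT natural mating replicate 3 (adjusted p = 0.134). Small noncoding RNAs fell beside these groups, 47 of 361, and 3 rose (48 and 3 over the list alone, median -0.089, camera adjusted p = 4.09e-07, and adjusted p = 0.387 with an estimated correlation).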

The 416 downregulated genes were enriched for genes in 13 pathways, which contained not only the metabolism‐related pathways but also other pathways (Fig. 3E and Data S6). 

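Drug-metabolising cytochromes P450 went both ways with ATF7 loss. Cyp3a25 fell by 0.81 on the log2 scale (SE 0.14, adjusted p = 0.00347) and Cyp3a13 had a log2 fold change of -0.76 (SE 0.19, adjusted p = 0.0229), while Cyp2c55 had 1.85 (SE 0.43, adjusted p = 0.0154) and Cyp2c29 0.72 (SE 0.14, adjusted p = 0.0059). Of 45 measured genes, 2 fell and 3 rose (2 and 3 when adjusted over the list alone), and the list did not stand apart from other genes (camera adjusted p = 0.79, and adjusted p = 0.961 with an estimated correlation). With IVF in WT, Cyp2c38 had -2.66 (SE 0.66, adjusted p = 0.0319) and Cyp2c70 1.02 (SE 0.17, adjusted p = 0.0068). The call of Cyp3a13 ended without any array but Atf7−/− natural mating replicate 3 and WT natural mating replicate 3 (adjusted p from 0.0548 to 0.0829). That of Cyp2c55 ended without Atf7−/− natural mating replicate 3 and WT natural mating replicate 2 (adjusted p from 0.0511 to 0.0587). For IVF in WT, the call of Cyp2c38 ended without any array but WT natural mating replicate 2 (adjusted p from 0.0733 to 0.0921).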

Only the drug metabolism pathway was common to those enriched for the ATF7 ablation‐induced downregulated genes.

Hierarchical clustering analysis allows us to visualize the relationship between the different experiment components. 

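Clustering of the 12 arrays on the 1571 probe sets called for IVF in WT parted a branch of 3 arrays, all WT natural mating, from the other 9. The same branch of 3 came from Ward linkage and from values centred on each probe set's mean without scaling. Complete linkage gave a branch of 6 arrays, and clustering on all 34760 probe sets a branch of 7, each with the 3 WT natural mating arrays in it. With the 1000 probe sets of highest variance the branch that held the WT natural mating arrays had 9. The probe sets were chosen because WT natural mating and WT IVF differ in them, which sets these groups apart by construction, so the part of the tree not fixed by the choice is where the Atf7−/− arrays fall. Arntl and Nt5e are among these probe sets. For Nt5e the Atf7−/− IVF mean was 9.63 ± 0.20 (SD, n = 3), 1.59 (SE 0.16, adjusted p = 0.000927) above WT natural mating, in a contrast added after the data were seen. Over all probe sets the first principal component held 25.5% of the variance and set the Atf7−/− natural mating arrays apart, and the second, with 20.5%, the WT natural mating arrays from both IVF groups.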

By using DEGs identified in IVF versus control, all 12 samples were divided into two major clusters. The three WT control samples formed a cluster, and *Atf7* ^*−/−*^ samples from naturally conceived mice grouped together with IVF samples (Fig. 3F). These data further demonstrate the potential role of ATF7 in mediating the IVF‐induced gene expression changes, particularly for genes associated with metabolic pathways.

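Some genes that ATF7 loss raised were lower with IVF in Atf7−/− liver. Rdh11, a retinol dehydrogenase gene, had a log2 fold change of 2.01 (SE 0.33, adjusted p = 0.00267) for ATF7 loss and -1.92 (SE 0.33, adjusted p = 0.00381) for IVF in Atf7−/−, and Acot2 had 1.85 (SE 0.38, adjusted p = 0.00872) for ATF7 loss. Of the 1332 probe sets higher with ATF7 loss, 556 (41.7%) were lower with IVF in Atf7−/−, where independent lists would share 46.8. Of the 1274 lower ones, 570 (44.7%) were higher with IVF in Atf7−/−, where independent lists would share 41.6. Simulated unchanged groups against the same Atf7−/− natural mating arrays, which enter the contrasts with opposite signs, shared a median of 0 called probe sets in either direction. Part of both overlaps may come from these arrays. Between the IVF groups of both genotypes, compared after the data were seen, limma called 2 probe sets, with 2126 at an unadjusted p under 0.05, and a fit of these 2 groups alone called 0. They were an Atf7 probe set and Ifi202b, at -2.29 (SE 0.16, adjusted p = 0.000752). From the overlaps with IVF and the clustering, the paper concludes that ATF7 has a potential role in the expression changes with IVF, in particular for genes of metabolic pathways.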

### Gene expression changes in metabolic pathways

Dozens of genes induced by IVF and involved in metabolic pathways were also upregulated in the *Atf7* ^*−/−*^ control, whereas their expression levels were not increased by IVF in *Atf7* ^*−/−*^ mice. This observation led us to postulate that ATF7 may mainly contribute to IVF‐induced upregulation of genes in metabolic pathways. Hence, we checked the expression profiles of metabolic genes involved in two pathways: purine metabolism and terpenoid backbone biosynthesis. 

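Metabolic genes that rose both with IVF in WT and with ATF7 loss include Hsd3b7, with a log2 fold change of -0.69 for IVF in Atf7−/− (adjusted p = 0.0167), Nme3, a nucleoside diphosphate kinase gene, with -0.53 (adjusted p = 0.0204) and Zmpste24 with 0.03 (adjusted p = 0.922). Nme3 rose by 0.72 (SE 0.13, adjusted p = 0.00929) in WT with IVF and by 1.16 (SE 0.13, adjusted p = 0.000304) with ATF7 loss. Over 18 metabolic gene lists, combined after the data were seen, 520 genes were measured and 42 rose with IVF in WT. Of these, 19 also rose with ATF7 loss, and of those 4 fell (1 to 10 with 1 array left out) and 15 were not called with IVF in Atf7−/−. The interaction was called in 15 of the 19. The 19 became 12 without Atf7−/− natural mating replicate 3 and 11 without WT IVF replicate 2 or without WT IVF replicate 3, and the 15 became 9 without WT IVF replicate 1, 2 or 3. Over all probe sets, of 398 higher in both, 5 were higher with IVF in Atf7−/− (1 to 8 with 1 array left out), 45 lower and 348 not called, and 307 had a called negative interaction. The interaction subtracts both rises from the difference between Atf7−/− IVF and WT natural mating, so choosing by these rises favours negative values. The choice also favours high Atf7−/− natural mating arrays, the reference for IVF in Atf7−/−. These counts, and those of the 19 genes, are therefore not independent evidence of a different response to IVF. The 45 became 77 without Atf7−/− IVF replicate 2 and 29 without WT IVF replicate 3, and the 307 became 189 without WT IVF replicate 3. The call of Nme3 ended without WT natural mating replicate 3 (log2 fold change 0.57).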

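The 21 purine genes drawn in Fig. 4A include Polr2f, Pde6d and Enpp3, and 20 of them were measured. Pde6d, which carries prenylated proteins between membranes, rose with ATF7 loss by a log2 fold change of 1.26 (SE 0.13, adjusted p = 0.000178) and fell with IVF in Atf7−/− by 0.74 (SE 0.13, adjusted p = 0.00376). Polr2f rose with IVF in WT by 0.70 (SE 0.17, adjusted p = 0.031), and Rrm1, a subunit of ribonucleotide reductase, by 1.05 (SE 0.29, adjusted p = 0.049). Of the 20 genes, 12 rose with IVF in WT, 5 of them without each array in turn, and 13 with ATF7 loss, 9 of them without each array in turn. With IVF in Atf7−/−, 1 rose and 5 fell, and the interaction was called lower in 10 (14 when adjusted over the list alone). Set against WT natural mating, a contrast added after the data were seen, the Atf7−/− IVF group had 5 genes higher (7 over the list alone) and 0 lower. Its values were above those of WT natural mating in 15 of the 20, called or not (median 0.56), as in 19 for Atf7−/− natural mating and 17 for WT IVF. Znrd1 was among the 5 called, at 0.68 (SE 0.11, adjusted p = 0.00818). Pde4d, also of Fig. 4A, has probe sets that differ, and its brightest, 10407097, was not called in these contrasts. Probe set 10407122 was called lower in Atf7−/− IVF than in WT natural mating (-0.85, adjusted p = 0.0456) and with IVF in WT (-0.89, adjusted p = 0.03). Probe set 10407124 was called higher with ATF7 loss (0.79, adjusted p = 0.0499). The study chose these genes on the same arrays, so the counts are not independent evidence of a direction. The call of Polr2f ended without any array but WT natural mating replicate 1 (log2 fold changes from 0.48 to 0.78, adjusted p from 0.0386 to 0.107). That of Rrm1 ended without any 1 of the 6 arrays (adjusted p from 0.0729 to 0.132). That of Znrd1 in Atf7−/− IVF ended without Atf7−/− IVF replicate 2 (log2 fold change 0.57).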

The heat map of expression profiles of genes involved in purine metabolism showed that the majority of genes exhibited higher expression levels in *Atf7* ^*−/−*^ control, *Atf7* ^*−/−*^ IVF, and WT IVF groups than in the WT control (Fig. 4A). This tendency was confirmed by the measurement of *Nt5e* mRNA levels using qRT‐PCR. *Nt5e* mRNA levels were 10‐fold higher in *Atf7* ^*−/−*^ control, *Atf7* ^*−/−*^ IVF, and WT IVF groups than in the WT control (Fig. 4B). However, genes involved in terpenoid backbone biosynthesis were only upregulated in *Atf7* ^*−/−*^ control and WT IVF groups. 

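Idi1, the isopentenyl diphosphate isomerase gene, is covered by more than 1 probe set. The brighter one, 10482762, read 8.76 ± 0.62 (SD, n = 3) in WT natural mating, 10.35 ± 0.28 in WT IVF and 10.54 ± 0.36 in Atf7−/− natural mating liver, log2 fold changes of 1.58 (SE 0.39, adjusted p = 0.0328) for IVF in WT and 1.78 (SE 0.39, adjusted p = 0.0123) for ATF7 loss. Probe set 10403413 gave 0.71 (adjusted p = 0.257) and 0.34 (adjusted p = 0.626) for the same contrasts. Hmgcs1, which makes the precursor of mevalonate, had 1.00 (SE 0.26, adjusted p = 0.0387) for IVF in WT and 1.04 (SE 0.26, adjusted p = 0.0227) for ATF7 loss, and Fdps, the farnesyl diphosphate synthase gene, 0.74 (adjusted p = 0.199) and 1.40 (SE 0.34, adjusted p = 0.0182). Of the 6 measured genes of Fig. 4C, 3 rose with IVF in WT and 5 with ATF7 loss. The study chose these genes on the same arrays, so the counts are not independent evidence of a direction. For IVF in WT, the call of Idi1 ended without any array but WT natural mating replicate 3 (adjusted p from 0.0594 to 0.103). That of Hmgcs1 ended without any array but WT natural mating replicate 3 (adjusted p from 0.0632 to 0.117). For ATF7 loss, the call of Idi1 ended without Atf7−/− natural mating replicate 3 (adjusted p = 0.0506). That of Hmgcs1 ended without any array but Atf7−/− natural mating replicate 1 and WT natural mating replicate 3 (adjusted p from 0.061 to 0.0872). That of Fdps ended without any array but Atf7−/− natural mating replicate 1 and WT natural mating replicate 3 (adjusted p from 0.0632 to 0.0694).

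**Figure D3:**
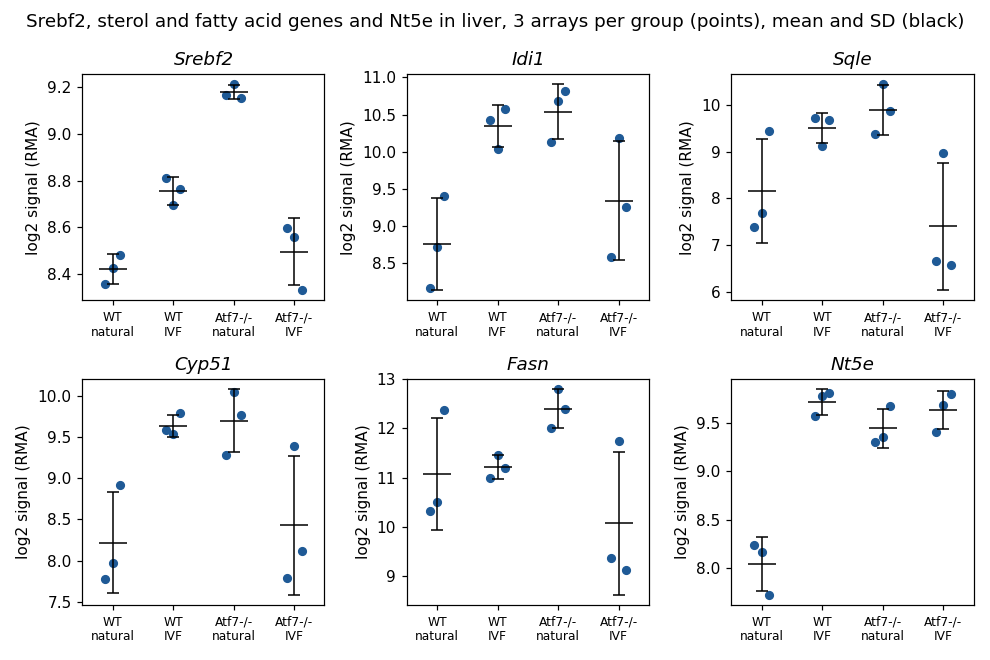
Log2 expression values of Srebf2, Idi1 (probe set 10482762), Sqle, Cyp51, Fasn and Nt5e in the 4 groups of mice. Each point is 1 array and the black marks are the mean and SD of 3 arrays. For Srebf2, the Atf7−/− natural mating arrays lie above those of the other groups.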

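In Atf7−/− IVF liver the brighter Idi1 probe set, 10482762, read 9.35 ± 0.80 (SD, n = 3), a log2 fold change of 0.58 (SE 0.39, adjusted p = 0.441) from WT natural mating and of -1.20 (SE 0.39, adjusted p = 0.072) from Atf7−/− natural mating. The latter was called without Atf7−/− IVF replicate 2, at -1.61 with an adjusted p of 0.0195. Fdps, Pmvk and Mvk, further enzymes of the mevalonate route, had -0.16 (adjusted p = 0.848), -0.25 (adjusted p = 0.677) and 0.015 (adjusted p = 0.969) from WT natural mating. From Atf7−/− natural mating Fdps fell by 1.56 (SE 0.34, adjusted p = 0.0113), Pmvk by 1.19 (SE 0.28, adjusted p = 0.0168) and Mvk by 0.92 (SE 0.14, adjusted p = 0.00204). Of 18 terpenoid backbone genes, limma called 2 higher in Atf7−/− IVF than in WT natural mating, a contrast added after the data were seen (2 when adjusted over the list alone, median 0.18, camera adjusted p = 0.0237, and adjusted p = 0.526 with an estimated correlation). A p above the threshold does not show that the levels are equal. The call of Fdps ended without Atf7−/− IVF replicate 3 (adjusted p = 0.0527). That of Pmvk ended without Atf7−/− natural mating replicate 2 and Atf7−/− IVF replicates 1 and 3 (adjusted p from 0.0541 to 0.0702). Idi1 was called with IVF in Atf7−/− without Atf7−/− IVF replicate 2 (-1.61, adjusted p = 0.0195).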

Gene expression levels in *Atf7* ^*−/−*^ IVF were not higher than in the WT control (Fig. 4C). Results of qRT‐PCR showed that the *Idi1* mRNA level was upregulated by IVF and ATF7 ablation, but decreased in *Atf7* ^*−/−*^ IVF (Fig. 4D). Expression levels of the transcriptional activator *Srebf2*, which is a key player in lipid metabolism, were higher in the *Atf7* ^*−/−*^ control than in the WT control (log_2_FC = 0.754762, adjusted *P*‐value = 0.0004) (Data S3). 

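Srebf2, which encodes the activator of sterol synthesis genes, read a log2 value of 9.18 ± 0.03 (SD, n = 3) in Atf7−/− natural mating liver and 8.42 ± 0.063 in WT natural mating liver, a log2 fold change of 0.75 (SE 0.089, adjusted p = 0.000399) by limma. With IVF in WT it read 8.76 ± 0.059, a log2 fold change of 0.33 (SE 0.089, adjusted p = 0.0416), which passes the adjusted p and lies under the fold threshold. Scap, which escorts the protein to its activation, rose with ATF7 loss by 0.81 (SE 0.17, adjusted p = 0.00873) and Lpin1, a phosphatidate phosphatase that acts on lipid synthesis genes, by 1.36 (SE 0.22, adjusted p = 0.00251). Of 10 SREBP regulators and sterol-regulated uptake genes, 4 rose (4 when adjusted over the list alone, median 0.36, camera adjusted p = 0.0152, and adjusted p = 0.452 with an estimated correlation), a list call that ended without Atf7−/− natural mating replicate 2 (adjusted p = 0.0529).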

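In Atf7−/− IVF liver Srebf2 read 8.50 ± 0.14 (SD, n = 3), a log2 fold change of -0.68 (SE 0.089, adjusted p = 0.000919) from Atf7−/− natural mating and of 0.075 (adjusted p = 0.697) from WT natural mating, the second contrast added after the data were seen. The interaction of IVF and genotype was -1.01 (SE 0.13, adjusted p = 0.00151). With IVF in Atf7−/− Lpin1 fell by 2.66 (SE 0.22, adjusted p = 0.00012) and Scap by 0.97 (SE 0.17, adjusted p = 0.00368), while Insig2, which holds SCAP back, rose by 0.68 (SE 0.20, adjusted p = 0.0418). The log2 fold change of Srebf2 was -0.60 without Atf7−/− IVF replicate 3, just short of the fold threshold, where its call ended. The call of Insig2 ended without any array but Atf7−/− IVF replicate 1 (adjusted p from 0.0505 to 0.138).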

In the absence of ATF7, IVF led to a reduction in *Srebf2* expression level (log_2_FC = −0.68, adjusted *P*‐value = 0.0009). 

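Some targets and regulators of SREBP-2 moved with Srebf2 in the Atf7−/− groups. Of 10 SREBP regulators and sterol-regulated uptake genes, 5 fell and 1 rose with IVF in Atf7−/− (5 and 1 when adjusted over the list alone, median -0.60, camera adjusted p = 0.00214, and adjusted p = 0.387 with an estimated correlation), and the interaction of the list gave camera adjusted p = 0.000729, and adjusted p = 0.38 with an estimated correlation, with 3 genes lower (4 over the list alone). Of the 5 falls with IVF in Atf7−/−, 3 were kept without each array in turn, and the rise was not. The falls numbered 3 without Atf7−/− IVF replicate 3 and 6 without Atf7−/− IVF replicate 2. Insig1, itself a target of SREBP-2, had a log2 fold change of -1.20 (SE 0.31, adjusted p = 0.0279). With IVF in WT, 1 of the 10 rose (2 over the list alone), which was Insig2 at 1.37 (SE 0.20, adjusted p = 0.00327), and the list did not pass (camera adjusted p = 0.624, and adjusted p = 0.89 with an estimated correlation). Idi1 had an interaction of -2.78 (SE 0.56, adjusted p = 0.0143) in its brighter probe set and -1.51 (adjusted p = 0.105) in the other, where it was called without Atf7−/− IVF replicate 2, at -1.87 with an adjusted p of 0.0357. The call of Insig1 ended without any array but Atf7−/− IVF replicate 2 (adjusted p from 0.0543 to 0.108). The other probe set of Idi1 was called for the interaction without Atf7−/− IVF replicate 2 (-1.87, adjusted p = 0.0357).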

The expression level of *Srebf2* may explain the expression patterns of genes involved in terpenoid backbone biosynthesis and indicates that ATF7 contributes to IVF‐induced gene expression changes synergistically with other factors.

**Figure 4:**
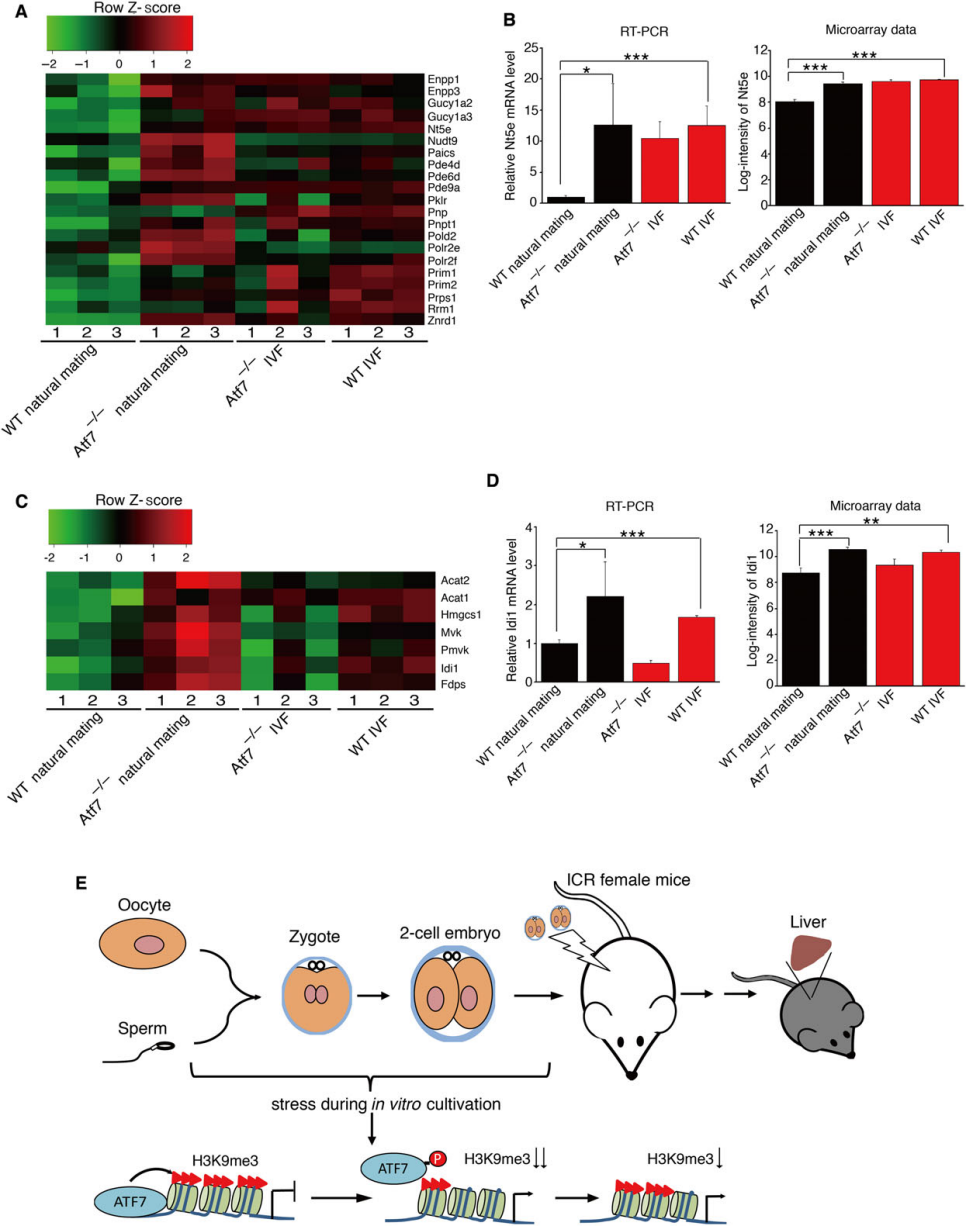
Involvement of ATF7 in the effect of IVF on metabolic pathways. (A) Heat map for expression profile of genes involved in purine metabolism. Red and green indicate higher and lower expression levels, respectively. (B) The expression levels of *Nt5e* in four groups of samples (*n* = 3) analyzed by qRT‐PCR and microarray, respectively. Bars are means + SEM. *P*‐value for qRT‐PCR: (paired Student's *t*‐test) *, < 0.05, ***, < 0.001. Adjusted *P*‐value for microarray expression data: ***, < 0.001. Note that the y‐axis for qRT‐PCR and microarray indicates relative level and log intensity, respectively. (C) Heat map for expression profile of genes involved in terpenoid backbone biosynthesis. Red and green indicate higher and lower expression levels, respectively. (D) The expression levels of *Idi1* in four groups of samples (*n* = 3) analyzed by qRT‐PCR and microarray, respectively. Bars are means + SEM *P*‐value for qRT‐PCR: (paired Student's *t*‐test) *, < 0.05, ***, < 0.001. Adjusted *P*‐value for microarray expression data: **, < 0.01, ***, < 0.001. (E) The potential role of ATF7 in IVF‐induced gene expression changes.

## Discussion

This study indicates that ATF7 is involved in the memory of IVF‐induced gene expression pattern changes in the liver. Our previous study showed that ATF7 silences target genes by forming a heterochromatin‐like structure via recruitment of histone H3K9 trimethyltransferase ESET/SETDB1 26 or histone H3K9 dimethyltransferase G9a 27, and that certain stress induces ATF7 phosphorylation by p38, leading to ATF7 release. This causes a decrease in H3K9me3 or H3K9me2 and subsequent transcriptional induction. Once the heterochromatin‐like structure is disrupted by stress, it is not completely recovered and the partially disrupted structure and the higher basal expression level are retained for a long period. A similar scenario may occur in the memory of IVF‐induced gene expression changes (Fig. 4E). Note that IVF may induce the phosphorylation of ATF7 and its release, but the ATF7 mRNA and protein levels are not affected by IVF. It is important whether IVF induces phosphorylation of ATF7, but its analysis is technically difficult at present. We have previously shown that phosphorylation of ATF7 is only transiently induced by stress 26, 27, which is a characteristic of the p38‐induced phosphorylation. Therefore, two‐cell embryos have to be used to test the IVF‐induced phosphorylation of ATF7. The antibodies to detect phosphorylated ATF7 (P‐ATF7), which are now available, also react with phosphorylated ATF2 (P‐ATF2), because the amino acid sequences around the p38 phosphorylation sites are similar between ATF7 and ATF2. Thus, western blotting analysis is required to distinguish between P‐ATF7 and P‐ATF2, and immunostaining analysis cannot be used. However, many two‐cell embryos (10^4^–10^5^) are needed to detect P‐ATF7 by western blotting, which is almost impossible. However, based on multiple reports, we speculate that IVF induces phosphorylation of ATF7. During IVF, especially *in vitro* culture of zygotes and two‐cell embryos, the level of reactive oxygen species (ROS) is elevated 34. A high level of intracellular glutathione, which reduces ROS, is important for bovine embryo development after *in vitro* maturation 35. As ROS induces p38 activation 36, an increased ROS level during *in vitro* culture of zygotes and two‐cell embryos leads to ATF7 phosphorylation. According to the Database of Transcriptome in Mouse Early Embryos (http://dbtmee.hgc.jp/gene_card.php?id=2002900), ATF7 is expressed in oocytes, zygotes, and two‐cell embryos at least at low levels. ATF7 phosphorylation and its release from target genes lead to a decrease in H3K9me3 and/or H3K9me2, which is not completely recovered. Thus, a partly disrupted heterochromatin‐like structure and high basal expression of some ATF7 target genes may be maintained during the development of liver at least until 3 weeks of age. Although IVF may affect the body weight of newborn mice and postnatal growth curve, we did not measure them. Instead, the body weight at 3 weeks after birth was measured when the livers were prepared (Fig. S1). Although the IVF group of WT mice had a tendency of lower body weight compared to the natural mating group of WT mice (but not significant), there was no difference between the IVF and natural mating group of *Atf7* ^*−/−*^ mice. We previously reported that the body weight of *Atf7* ^*−/−*^ mice was slightly lower than that of wild‐type mice 37. These results appear to be consistent with the hypothesis that IVF affects the body weight by changing histone H3K9 methylation via ATF7.

Metabolism‐related genes are overrepresented among the IVF‐induced genes in 3‐week‐old liver. These consist of two types of genes, whose expression is directly or indirectly regulated by ATF7. Why does IVF induce the memory of upregulation of metabolism‐related genes? This could be an adaptation to the IVF stress. When zygotes and early embryos are cultured *in vitro*, cells must adapt to the nonphysiological extracellular stimulus via modulation of metabolism, such as the concentration of some metabolites. For example, to combat the higher ROS level during *in vitro* culture, more antioxidants may be produced. The genes involved in complement and coagulation cascades are also upregulated by IVF. Complement is a key system for homeostasis 38, and so those genes may play a role in maintaining homeostasis after receiving IVF stress. These changes may benefit cells when they are exposed to IVF stress, but may induce long‐term harmful consequences at later stages after transfer to female recipient mice.

One idea is that if ATF7 is a key mediator in determining the phenotype of IVF, IVF in *Atf7* ^*−/−*^ mice should result in mice having a phenotype and gene expression similar to naturally mated *Atf7* ^*−/−*^ mice. In other words, the removal of ATF should nullify the effects of IVF. In WT liver, IVF induced up‐ and downregulation of 892 genes, and 82% (734/892 genes) of them were not affected by IVF in *Atf7* ^*−/−*^ mice (Fig. S2). On the other hand, in *Atf7* ^*−/−*^ liver, IVF induced the up‐ and downregulation of 1333 genes, and 88% of them (1175/1333 genes) were not induced by IVF in WT liver. Thus, IVF induced the expression change of different sets of genes in WT and *Atf7* ^*−/−*^ mice. This suggests that ATF7 is a key mediator for the IVF‐induced memory of expression change of specific set of genes in WT mice and that another pathway involving other factor(s) such as microRNA 19 may work to mediate the IVF‐induced memory of expression change of different set of genes in *Atf7* ^*−/−*^ mice (Fig. S2). Activation of another minor pathway in the absence of the major pathway is often observed in various biological phenomena such as immune system. Thus, our results suggest the presence of some backup system, which acts to induce the memory of the IVF effect in the absence of ATF7. ATF7 is not the only inducer of epigenetic change in response to stress. Two substrates of the Krebs cycle, fumarate and succinate, are competitive inhibitors of multiple α‐ketoglutarate‐dependent dioxygenases, including histone demethylases and the TET family of 5‐methylcytosine hydroxylases involved in DNA demethylation 39. Therefore, a change in metabolism induced by IVF may cause epigenetic change via those metabolites in the absence of ATF7, although it remains unknown how inhibition of histone demethylases and DNA demethylation affects the epigenetic status of specific genes.

In *Atf7* ^*−/−*^ liver, IVF did not induce the memory of upregulation of genes involved in purine metabolism, whose expression levels were higher than in WT liver. This suggests that ATF7 suppresses transcription of those genes by forming a heterochromatin‐like structure and that loss of ATF7 or IVF‐induced release of ATF7 upregulated their expression. On the other hand, although the expression of genes in terpenoid backbone biosynthesis was also upregulated by a loss of ATF7, IVF oppositely suppressed their expression in *Atf7* ^*−/−*^ liver. This might be caused by inducing some transcriptional repressor by IVF in *Atf7* ^*−/−*^ liver. As described above, some metabolites such as substrates of the Krebs cycle change the epigenetic states of some genes. Such regulation may induce a specific repressor for the genes involved in terpenoid backbone biosynthesis, but not for the genes involved in purine metabolism. It might be interesting to think about the relationship between specific metabolism pathways and adaptation to IVF stress.

Feuer *et al*. 6 previously demonstrated that IVF exaggerated male–female differences in metabolite concentration in the mouse liver, with the majority of changes affecting amino acid and lipid metabolites. As we analyzed the gene expression patterns in the liver of only male mice, it remains unknown whether the IVF‐induced and ATF7‐dependent changes in gene expression occur in both males and females. However, the major change observed in our study was upregulation of genes involved in purine metabolism. The IVF‐induced change affecting purine metabolites were detected in both males and females in the study by Feuer *et al*. 6, suggesting that the IVF‐induced and ATF7‐dependent changes in gene expression may occur in both males and females. We analyzed the liver of 3‐week‐old mice, while the liver of 29‐week‐old mice was analyzed by Feuer *et al*. 6. In both studies, some metabolic pathways, such as purine metabolism, changed by IVF, suggesting that at least some gene expression change observed in 3‐week‐old liver might maintain until the adult stage.

This study indicates that ATF7 is a major regulator in inducing the memory of IVF effects. At present, it is difficult to identify ATF7‐binding genes in zygotes and two‐cell embryos due to technical limitations. However, in the future, identification of those ATF7 target genes and measurement of the IVF‐induced epigenetic changes at those genes will be useful to predict the effect of IVF in adulthood.

## Data accessibility

The original microarray data have been deposited in the Gene Expression Omnibus (GEO) database (GEO number: GSE99859).

## Author contributions

YL, TM, KY, HK, SW, and SI conceived and designed the experiments. YL, TM, and HK performed the experiments. BC provided the monoclonal antibodies. YL, TM, KY, and SI analyzed the data. YL, SW, and SI wrote the manuscript.

## Supporting information

**Fig. S1.** Body weight of 4 groups of mice at 3 weeks after birth (*n* = 3). *P*‐value (paired Student's *t*‐test): *, < 0.05; **, < 0.01; NS, not significant. Click here for additional data file.

**Fig. S2.** In WT liver, IVF induced up‐ and down‐regulation of 892 genes, and 82% (734/892 genes) of them were not affected by IVF in *Atf7* ^*−/−*^ mice. Click here for additional data file.

**Table S1.** Number of embryos transferred and litter size. Click here for additional data file.

**Data S1.** Up‐ and down‐regulated genes by IVF in WT mice (for Fig. 1A).
**Data S2.** Up‐ and down‐regulated genes by IVF in Atf7 mutant mice (for Fig. 2C).
**Data S3.** Up‐ and down‐regulated genes by ATF7 deficiency (for Fig. 3A).
**Data S4.** The KEGG pathway analysis for up‐and down‐regulated genes by IVF in WT mice (for Fig. 1B,C).
**Data S5.** The KEGG pathway analysis for up‐ and down‐regulated genes by IVF in Atf7 mutant mice (for Fig. 2E,G).
**Data S6.** The KEGG pathway analysis for up‐ and down‐regulated genes by ATF7 deficiency (for Fig. 3C,E). Click here for additional data file.

# Supplementary material for: The transcription factor ATF7 mediates in vitro fertilization‐induced gene expression changes in mouse liver
**Source:** FEBS Open Bio. 2017 Sep 11;7(10):1598–610. doi: 10.1002/2211-5463.12304
**Supplement:** Supplementary file 3 — Table S1. Number of embryos transferred and litter size.

**Supplementary Table 1** Number of embryos transferred and litter size.

| Group | # of recipient or pregnant mice | Number of embryos transferred | Litter size |
| --- | --- | --- | --- |
| IVF  WT | 1 | 24 | 13 |
|  | 2 | 24 | 7 * |
|  | 3 | 24 | 7 * |
|  | 4 | 24 | 11 |
|  | 5 | 24 | 15 |
|  | 6 | 24 | 8 * |
|  | 7 | 24 | 0 |
|  | 8 | 24 | 0 |
|  | 9 | 24 | 0 |
| IVF  *Atf7^—/—^* | 1 | 24 | 6 * |
|  | 2 | 24 | 6 * |
|  | 3 | 24 | 11 |
|  | 4 | 24 | 12 |
|  | 5 | 24 | 11 |
|  | 6 | 24 | 11 |
|  | 7 | 24 | 13 |
|  | 8 | 24 | 13 |
|  | 9 | 24 | 10 |
|  | 10 | 24 | 13 |
|  | 11 | 24 | 5 * |
|  | 12 | 24 | 9 |
| Natural mating  WT | 1 | NA (not applicable) | 6 * |
|  | 2 | NA | 6 * |
|  | 3 | NA | 7 * |
| Natural mating  *Atf7^—/—^* | 1 | NA | 6 * |
|  | 2 | NA | 7 * |
|  | 3 | NA | 7 * |

* Each one mouse from the group indicated by asterisk was used to prepare liver.

# Supplementary material for: The transcription factor ATF7 mediates in vitro fertilization‐induced gene expression changes in mouse liver
**Source:** FEBS Open Bio. 2017 Sep 11;7(10):1598–610. doi: 10.1002/2211-5463.12304
**Supplement:** Supplementary file 4 — Data S1. Up‐ and down‐regulated genes by IVF in WT mice (for Fig. 1A). Data S2. Up‐ and down‐regulated genes by IVF in Atf7 mutant mice (for Fig. 2C). Data S3. Up‐ and down‐regulated genes by ATF7 deficiency (for Fig. 3A). Data S4. The KEGG pathway analysis for up‐and down‐regulated genes by IVF in WT mice (for Fig. 1B,C). Data S5. The KEGG pathway analysis for up‐ and down‐regulated genes by IVF in Atf7 mutant mice (for Fig. 2E,G). Data S6. The KEGG pathway analysis for up‐ and down‐regulated genes by ATF7 deficiency (for Fig. 3C,E).

Data S1. Up- and down-regulated genes by IVF in WT mice (for Fig.  1A).
Data S2. Up- and down-regulated genes by IVF in Atf7 mutant mice (for Fig.  2C).
Data S3. Up- and down-regulated genes by ATF7 deficiency (for Fig. 3A).
Data S4. The KEGG pathway analysis for up-and down-regulated genes by IVF in WT mice (for Fig. 1BC).
Data S5. The KEGG pathway analysis for up- and down-regulated genes by IVF in Atf7 mutant mice (for Fig. 2E,G).
Data S6. The KEGG pathway analysis for up- and down-regulated genes by ATF7 deficiency (for Fig. 3C,E).

How the deposited data were processed for this re-analysis (not part of the article)

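Gene expression was measured in the livers of 12 male mice on Affymetrix Mouse Gene 1.0 ST arrays, 1 array per mouse and 3 mice in each of 4 groups (WT natural mating, WT IVF, Atf7−/− natural mating and Atf7−/− IVF). The mice of a group came from different mothers or recipients, so the replicates are separate animals. The authors normalized the scans with RMA in the R package affy and deposited log2 expression values per probe set, which were used without change. The versions of affy and RMA, any filter and the genome build are not given in the sources used here, so no coordinates are printed.

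Of 34760 probe sets, 21640 carry 1 gene symbol in the platform annotation, 1321 carry several and 11799 none. Genes were named only from probe sets with 1 symbol. Symbols were checked by Entrez identifier against a RefSeq gene table of assembly GRCm38.p6, which was used for names alone. It held 21553 of those probe sets, and 0 symbols changed.

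Log2 values were fitted with limma 3.58.1 in R 4.3.3, with a mean for each of the 4 groups and empirical Bayes variances. The contrasts were IVF in WT, IVF in Atf7−/−, ATF7 loss (both groups from natural mating) and the difference between the IVF effects (interaction). The comparisons of Atf7−/− IVF with WT natural mating and with WT IVF were added after the data were seen, as was the union of the metabolic lists. A probe set was called at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.6, the thresholds of the article. Overlaps of called probe sets were tested with Fisher's exact test, and set beside the overlap of independent lists and, where contrasts share arrays, beside 50 simulations of unchanged groups. Fisher's test treats probe sets as independent, which they are not, so its p-values do not measure the evidence for an overlap. Hierarchical clustering used average linkage on correlation, and figures were drawn with matplotlib 3.10.9 and numpy 2.4.6 in Python 3.11.15.

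Before its use on the arrays, the limma step was tested on simulated data for IVF in WT, with 200 of 34760 probe sets changed. It recovered 67.2% of those changed by 0.8 on the log2 scale, 83.6% at 1.2 and 97% at 2, with 5 false calls, 0 wrong signs and 1 call in a contrast with no change. The Benjamini-Hochberg cut-off depends on how many probe sets change, so these shares need not hold for the arrays, where more were called. The number of arrays limits the precision, and readings of background probes were not used here.

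Gene lists of pathways, liver functions and cell types were written from textbook knowledge. They were tested with camera (preset correlation 0.01, 54 lists in 5 contrasts), camera with an estimated correlation and fry, all in limma. Lists of mitochondrially encoded respiratory chain genes and of replication-dependent histones matched 0 genes and were left out. The genes of Fig. 4A and 4C, those the article names and the sex-linked genes are given as tallies. Some listed genes are not reported here.

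Genes were named by a fixed rule. It took genes that the article names in its text or in Fig. 4A and 4C. H19 and Npas2, which the article also names, were not analysed here. The rule also took the 10 largest rises and 10 largest falls of IVF in WT, IVF in Atf7−/− and ATF7 loss. These were taken among called genes whose groups did not overlap. The rule further took the 5 largest interactions each way, and up to 4 called members of each list described. Not every gene that the rule took is described in the text. Predicted genes, olfactory and vomeronasal receptors and some small RNAs, such as Snord118, were left out of the largest changes. The noncoding RNAs Vaultrc5, Rmrp and Malat1 were not left out. Members that did not pass were named only as regulators or rate-limiting enzymes. A gene named for one contrast may be given in another. Single members that went against their list, such as Insig2, were chosen after their values were seen.

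Alternatives were a fit of only the groups compared, the replicate number as a block, an intensity trend with robust variances, array weights, median centring, a further quantile normalization, a filter on dim probe sets, only probe sets with 1 symbol, one probe set per symbol, other thresholds and each array left out in turn. Lists were also tested on the mean of all probe sets of a gene, and the clustering with other linkages and probe sets. Counting distinct gene symbols was added after the data were seen.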

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

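Tests on the spread of the IVF arrays, on groups handled apart, on the time of day and on a shift of whole arrays were chosen after the results were seen. With 3 arrays per group, no array was tested for standing apart. Atf7−/− IVF replicate 2 read highest of its group in 11 of 12 cholesterol synthesis, 18 of 22 fatty acid synthesis and 41 of 43 mitosis genes. Without it their median interactions were -2.21, -1.40 and -1.59.

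The interaction equals the difference between the IVF groups minus that between the natural mating groups. Limma called 2 probe sets between the IVF groups and 2606 between the natural mating groups. Called interactions may thus restate differences between the natural mating groups, and do not by themselves show a different response to IVF. With this limit, the change with IVF differed between the genotypes (interaction) in 2148 probe sets and in the following gene lists. Negative median log2 interactions were those of cholesterol synthesis (-1.99), mitosis and the cell cycle (-1.21), fatty acid synthesis and desaturation (-1.11), SREBP regulators and sterol-regulated uptake (-0.77), terpenoid backbone biosynthesis (-0.69), GPI anchor synthesis (-0.42), DNA replication (-0.37), polymerases and ribonucleotide reductase (-0.33), stellate cell and fibroblast markers (-0.30), the pentose phosphate pathway (-0.30), purine ecto-enzymes and pyrophosphohydrolases (-0.29), N-glycan synthesis (-0.27) and gap junctions (-0.11). Positive medians were those of Kupffer cell and macrophage markers (0.32), ribosomal proteins (0.28), nuclear-encoded oxidative phosphorylation (0.16) and small noncoding RNAs (0.13). Their camera adjusted p ran from 6.12e-09 to 0.0457, and from 0.165 to 0.773 with an estimated correlation. The call of stellate cell and fibroblast markers ended without WT natural mating replicate 3 (adjusted p = 0.145) and WT IVF replicate 2 (adjusted p = 0.0741). The call of purine ecto-enzymes and pyrophosphohydrolases ended without Atf7−/− natural mating replicate 1, Atf7−/− IVF replicate 2, WT natural mating replicate 3 and WT IVF replicate 3 (adjusted p from 0.0571 to 0.121). The call of gap junctions ended without Atf7−/− natural mating replicates 2 and 3, Atf7−/− IVF replicate 1, WT natural mating replicates 1 and 3 and WT IVF replicate 2 (adjusted p from 0.051 to 0.101). The call of nuclear-encoded oxidative phosphorylation ended without Atf7−/− IVF replicate 2 (adjusted p = 0.0509) and WT natural mating replicate 3 (adjusted p = 0.072).

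Among named genes the same test picked out Akr1c18 (-4.79), Sqle (-3.83), Fabp5 (-3.49), Nsdhl (-2.95), Rdh11 (-2.92), Idi1 (-2.78), Nt5e (-1.49), Mest (-1.42) and Srebf2 (-1.01), which had negative interactions. Cyp7a1 (3.43), Vaultrc5 (3.27), Slc15a2 (2.22), Akr1c19 (2.15) and Malat1 (1.93) had positive ones. Their limma adjusted p lay between 0.000245 for Vaultrc5 and 0.0317 for Sqle. The interaction call of Sqle ended without any array but WT natural mating replicate 3, Atf7−/− natural mating replicate 1 and Atf7−/− IVF replicate 2 (adjusted p from 0.0514 to 0.0778). That of Mest ended without Atf7−/− natural mating replicate 3, Atf7−/− IVF replicates 2 and 3 and WT natural mating replicate 1 (adjusted p from 0.0562 to 0.0625). That of Cyp7a1 ended without any array but WT natural mating replicates 1 and 3, WT IVF replicate 2, Atf7−/− natural mating replicate 3 and Atf7−/− IVF replicate 2 (adjusted p from 0.0551 to 0.0726). That of Slc15a2 ended without Atf7−/− natural mating replicates 1 and 2, Atf7−/− IVF replicate 3 and WT IVF replicate 3 (adjusted p from 0.0502 to 0.053).

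Signals also lay in probe sets that the article does not discuss. Of those with no gene name, 689 were lower with ATF7 loss, 317 were lower with IVF in WT and 447 were higher with IVF in Atf7−/−. Small noncoding RNAs lower with ATF7 loss numbered 47.

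The groups from natural mating differed from each other in 2606 probe sets and the IVF groups in 2 (2126 at an unadjusted p under 0.05, and 0 in a fit of those groups alone). A larger spread of the IVF arrays is argued against by the ratio of the median residual SDs, 1.03 of IVF to natural mating. A single natural mating group handled apart stays open, since the smaller of the counts between IVF and natural mating arrays, 1571, would also follow from an effect of IVF in both genotypes. If each natural mating group was a batch of its own and the IVF groups were handled together, the IVF groups could differ by as little as was seen, 0.0767% of the calls between the natural mating groups, and batch and group cannot be told apart because no batch is recorded. An overlap of the effects of IVF and of ATF7 loss, and the embryo transfer and recipient mothers that go with IVF, stay open as untested biological explanations.

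The medians of genes in phase with Arntl and with Dbp moved apart with IVF in both genotypes, but Clock rose in WT and was not called in Atf7−/− (interaction -0.93, adjusted p = 0.00566), and genes in phase with Dbp were also lower with ATF7 loss between the natural mating groups (median -0.51, camera adjusted p = 0.00554, and adjusted p = 0.553 with an estimated correlation). Livers of IVF and natural mating mice taken at different times of day may be a source, as the genes in phase with Arntl exceeded those in phase with Dbp by a median log2 fold change of at least 1.55 in both, and the hour of sampling was not found in the sources used here. For the cholesterol synthesis genes the medians were 0.69 in WT and -1.24 in Atf7−/−, but the median interaction of -1.99 has an adjusted p of 0.387 with an estimated correlation (camera 6.12e-09), and hours that differed in each group could also turn the sign, so time of day stays open for them too. An effect of IVF on the clock itself stays open, and no test here bears on it.

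Part of the ribosomal protein, spliceosome and small RNA genes fell with ATF7 loss. The median over all probe sets, -0.0191, decides nothing about a shift of whole arrays, because the quantile normalization within RMA brings the arrays together. Unequal recovery of short RNAs between arrays would give both groups the same deviations within groups, and their Pearson r was -0.601 over 12 arrays (exact permutation p = 0.101 over 1296 permutations, Spearman rho -0.622 with p = 0.0586, r -0.609 without the arrays farthest from the median, 1 relation tested). The value lies below 0 by no more than its spread, so recovery and a biological change cannot be told apart with these arrays. An effect of ATF7 loss on these genes stays open.

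For the counts of called probe sets, the 10 splits of 6 arrays into 3 and 3 are too few for a share under 0.05. The real split gave 1571 for IVF in WT, 2356 for IVF in Atf7−/− and 2606 for ATF7 loss, and the highest of the others 0 in each, so that 1 of 10 reached the real count.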

How the results depend on the processing

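The alternative of counting distinct gene symbols was chosen after the results were seen. Over the leading results, 314 values under other settings stayed on their side of the threshold or within 1.5 times, 62 counts moved further, 10 became calls, 12 lost the call and 0 reversed. Named genes gave 9204, 124 newly called, 767 lost and 0 reversed, and gene lists 741, 20, 103 and 0. With 1 array left out the leading results gave 219, 9 moved, 2 newly called and 16 lost, the named genes 4821, 76 and 887, and the lists 1529, 34 and 56, with 1 reversed. That was the DNA replication list with IVF in Atf7−/−, whose adjusted p ran from 0.0425 to 0.969, the lowest without Atf7−/− IVF replicate 2, where it passed downwards. Leaving out an array leaves 2 in a group. Except where a setting tests fewer probe sets or changes a threshold, the cause was not tested. The arrays have 3 replicates per group, and dim probe sets were not set against background.

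Without a fold threshold the calls were 1783 higher and 1214 lower for IVF in WT, 2127 and 2371 for IVF in Atf7−/−, and 2527 and 2240 for ATF7 loss, with shared calls 367 higher and 231 lower with IVF in both genotypes, and 809 and 487 with IVF in WT and ATF7 loss, and 991 interactions among calls for IVF in WT. Igf2 (0.59) and Srebf2 (0.33) with IVF in WT then passed. At an absolute log2 fold change of at least 1 they were 237 higher and 199 lower for IVF in WT, 341 and 365 for IVF in Atf7−/−, and 386 and 524 for ATF7 loss, with shared calls 26 higher and 30 lower with IVF in both genotypes, and 82 and 77 with IVF in WT and ATF7 loss, and 986 interactions, 171 of them among calls for IVF in WT. Lost were Mest (0.96) and the Atf7 probe set 10433032 (-0.74) with IVF in WT, and Srebf2 with ATF7 loss (0.75) and with IVF in Atf7−/− (-0.68).

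At an adjusted p of at most 0.01, 418 were higher and 177 lower for IVF in WT, 693 higher for IVF in Atf7−/− and 782 lower for ATF7 loss, with shared calls 49 higher and 42 lower with IVF in both genotypes, and 181 and 83 with IVF in WT and ATF7 loss, and 750 interactions, 183 among calls for IVF in WT. Mest (0.96), Idi1 (1.58) and the Atf7 probe set (-0.74) with IVF in WT and Idi1 with ATF7 loss (1.78) did not pass it. A fit of only the groups compared gave 347 lower for IVF in WT and shared calls of 78 higher and 62 lower with IVF in both genotypes and 149 lower with IVF in WT and ATF7 loss. There Mest was 0.96 (adjusted p = 0.0674) and the Atf7 probe set -0.74 (adjusted p = 0.117).

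Only probe sets with 1 symbol gave 271 lower for IVF in WT, 650 higher for IVF in Atf7−/−, 527 lower for ATF7 loss and 112 lower in the first and last. One probe set per symbol gave 226, 492, 401 and 81 in that order, and 1410 interactions, 376 among calls for IVF in WT. Distinct symbols numbered 205 lower for IVF in WT, 512 higher and 811 lower for IVF in Atf7−/−, 422 lower for ATF7 loss, 253 higher and 76 lower in IVF in WT and ATF7 loss, and 1188 interactions, 303 among calls for IVF in WT. Idi1 with IVF in Atf7−/− passed with 1 symbol (-1.20, adjusted p = 0.0346), one probe set per symbol (-1.20, adjusted p = 0.0329), the filter on dim probe sets (-1.20, adjusted p = 0.0342) and array weights (-1.12, adjusted p = 0.0443).

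Median centring moved Igf2 with IVF in WT to 0.66 (adjusted p = 0.0171), and the Atf7 probe set to -0.67 (adjusted p = 0.0526), and a further quantile normalization moved Igf2 to 0.64 (adjusted p = 0.023). With an estimated correlation 0 lists passed in each of IVF in WT, IVF in Atf7−/−, ATF7 loss and the interaction. In the clustering the branch with the WT natural mating arrays held 3 arrays, 6 with complete linkage, 7 over all probe sets and 9 over the 1000 of highest variance.

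The replicate numbers are shared by the groups but do not pair the mice. Deviations from the group means of same-numbered arrays correlated at -0.124 to 0.239, over 0.1 in 3 of 18 pairs, and 5 of 12 arrays correlated best with their own number. The replicate block gave 929 higher and 565 lower for IVF in WT, 1135 and 1210 for IVF in Atf7−/−, and 1316 and 1271 for ATF7 loss, with 19, 19, 22 and 17 lists past the threshold in these contrasts and the interaction. Under it Mest with IVF in WT was 0.96 (adjusted p = 0.0525), and Idi1 with IVF in Atf7−/− -1.20 (adjusted p = 0.046) and -0.81 (adjusted p = 0.0447) at its other probe set.

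With each array left out in turn, higher and lower calls ran from 619 to 1013 and 364 to 782 for IVF in WT, 799 to 1317 and 928 to 1304 for IVF in Atf7−/−, and 1095 to 1339 and 1003 to 1420 for ATF7 loss. Interactions ran from 1443 to 2482, and 409 to 785 among calls for IVF in WT. Shared calls ran from 75 to 168 higher and 66 to 130 lower with IVF in both genotypes, and 267 to 403 and 151 to 380 with IVF in WT and ATF7 loss. Lists past the threshold ran from 16 to 20, 16 to 26, 14 to 22 and 14 to 19 in the 3 contrasts and the interaction. Counts moved by over 1.5 times without WT IVF replicate 3 (619 higher and 379 lower with IVF in WT, 75 higher in both genotypes), WT IVF replicate 2 (364 lower, 151 lower also with ATF7 loss), WT natural mating replicate 2 (368 lower, 158 lower also with ATF7 loss), WT natural mating replicate 3 (380 lower also with ATF7 loss) and Atf7−/− IVF replicate 2 (81 higher in both genotypes).

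Single genes ran, over IVF in WT, ATF7 loss and IVF in Atf7−/− in that order, from 1.51 to 1.77, 1.24 to 1.5 and 0.11 to 0.30 for Nt5e, 1.28 to 1.90, 1.48 to 2.10 and -1.61 to -0.82 for Idi1, 0.44 to 0.95, 0.067 to 0.64 and -1.16 to -0.49 for its other probe set, and 0.30 to 0.37, 0.72 to 0.78 and -0.73 to -0.60 for Srebf2. Over IVF in WT and ATF7 loss they ran from 0.70 to 1.10 and 1.22 to 1.59 for Mest, -0.33 to -0.13 and -0.41 to -0.21 for the Atf7 probe set 10433034 and -0.91 to -0.50 and -2.92 to -2.74 for 10433032, and over IVF in WT from 0.48 to 0.70 for Igf2. With IVF in WT, the call of Mest ended without any array but WT IVF replicate 1 (adjusted p from 0.0517 to 0.0917), that of Idi1 without any array but WT natural mating replicate 3 (adjusted p from 0.0594 to 0.103) and that of the Atf7 probe set without any array but WT IVF replicate 2 and WT natural mating replicate 3 (adjusted p from 0.0694 to 0.107), while Igf2 was called without WT IVF replicate 3 (0.70, adjusted p = 0.0361). Elsewhere that of Idi1 with ATF7 loss ended without Atf7−/− natural mating replicate 3 (adjusted p = 0.0506) and that of Srebf2 with IVF in Atf7−/− without Atf7−/− IVF replicate 3 (log2 fold change -0.60), and Idi1 was called with IVF in Atf7−/− without Atf7−/− IVF replicate 2 (-1.61, adjusted p = 0.0195).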

Differences from the paper's values

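No setting of the fit itself was chosen to come closer to the article. The one alternative chosen after the values were seen counts distinct gene symbols in place of probe sets. It leaves out probe sets with several symbols or none, and since the article's full lists of called genes were not used here, how many of its genes that drops is not known. The thresholds are those of the article.

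For genes lower with IVF in WT, the paper's value is 204 and the fit gave 582 probe sets. Of the alternatives set before the data were examined, the value fell within 1.5 times the paper's with only probe sets with 1 symbol (271), one probe set per symbol (226), a fold threshold of 1 on the log2 scale (199) and an adjusted p of at most 0.01 (177). It lay further away with a fit of only the groups compared (347), the replicate block (565), an intensity trend (596), array weights (762), median centring (432), a further quantile normalization (598), the filter on dim probe sets (555) and no fold threshold (1214). The count of distinct symbols, chosen after the values were seen, was 205.

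For genes higher with IVF in Atf7−/−, the paper's value is 508 and the fit gave 1136. Within 1.5 times were the settings only probe sets with 1 symbol (650), one probe set per symbol (492), a fold threshold of 1 on the log2 scale (341) and an adjusted p of at most 0.01 (693). It lay further away with a fit of only the groups compared (1119), the replicate block (1135), an intensity trend (1140), array weights (1346), median centring (1075), a further quantile normalization (1145), the filter on dim probe sets (1035) and no fold threshold (2127). The count of distinct symbols, chosen after the values were seen, was 512.

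For genes lower with ATF7 loss, the paper's value is 416 and the fit gave 1274. Settings within 1.5 times were only probe sets with 1 symbol (527), one probe set per symbol (401) and a fold threshold of 1 on the log2 scale (524). It lay further away with a fit of only the groups compared (1089), the replicate block (1271), an intensity trend (1271), array weights (1508), median centring (1097), a further quantile normalization (1273), the filter on dim probe sets (1087), no fold threshold (2240) and an adjusted p of at most 0.01 (782). The count of distinct symbols, chosen after the values were seen, was 422.

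For genes higher both with IVF in WT and with ATF7 loss, the paper's value is 255 and the fit gave 398. The value came within 1.5 times with a fit of only the groups compared (297), a further quantile normalization (354), only probe sets with 1 symbol (296), one probe set per symbol (268) and an adjusted p of at most 0.01 (181). It lay further away with the replicate block (383), an intensity trend (399), array weights (429), median centring (511), the filter on dim probe sets (434), no fold threshold (809) and a fold threshold of 1 on the log2 scale (82). The count of distinct symbols, chosen after the values were seen, was 253.

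For genes lower in both, the paper's value is 65 and the fit gave 245. It came within 1.5 times with one probe set per symbol (81), a fold threshold of 1 on the log2 scale (77) and an adjusted p of at most 0.01 (83). It lay further away with a fit of only the groups compared (149), the replicate block (241), an intensity trend (247), array weights (345), median centring (191), a further quantile normalization (263), the filter on dim probe sets (255), only probe sets with 1 symbol (112) and no fold threshold (487). The count of distinct symbols, chosen after the values were seen, was 76.

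Of genes lower with IVF in WT, the paper's share also lower in Atf7−/− is 32% and the fit gave 16.7%. The share came within 1.5 times with only probe sets with 1 symbol (28.4%), one probe set per symbol (32.7%) and an adjusted p of at most 0.01 (23.7%). It lay further away with a fit of only the groups compared (17.9%), the replicate block (16.8%), an intensity trend (16.8%), array weights (16.3%), median centring (18.5%), a further quantile normalization (16.2%), the filter on dim probe sets (19.8%), no fold threshold (19%) and a fold threshold of 1 on the log2 scale (15.1%). The share of distinct symbols, chosen after the values were seen, was 33.2%.

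Some statements of the article run against values here. By qRT-PCR it gives Atf7 mRNA as not different between WT IVF and WT natural mating (Fig. 2A). On the arrays the Atf7 probe set 10433032 had -0.74 (limma adjusted p = 0.0384) and was called. It was not called in a fit of only the groups compared (adjusted p = 0.117), with median centring (adjusted p = 0.0526), at either stricter threshold or without any array but WT IVF replicate 2 and WT natural mating replicate 3 (adjusted p from 0.0694 to 0.107), and its adjusted p over all settings ran from 0.0168 to 0.117. The probe set 10433034 was not called, at -0.26 (adjusted p = 0.19). With IVF in Atf7−/−, 10433032 had -0.44 (adjusted p = 0.171) and 10433034 -0.31 (adjusted p = 0.108), neither called. The interaction of 10433032 was 0.30 (adjusted p = 0.58), so a fall limited to WT is not shown. By western blot the article also gives ATF7 protein as comparable in WT IVF and WT natural mating liver (Fig. 2B). The arrays do not measure protein.

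In the array data of Fig. 4D, ATF7 loss carries the legend's smallest level of adjusted p for Idi1 and IVF in WT the next, both smaller than in the limma fit, which gave for IVF in WT and for ATF7 loss 0.0328 and 0.0123. No setting reached the level marked for its own contrast, with adjusted p from 0.0114 to 0.103 for IVF in WT and 0.00273 to 0.0506 for ATF7 loss. The calls ended, for IVF in WT, without any array but WT natural mating replicate 3 (adjusted p from 0.0594 to 0.103) and, for ATF7 loss, without Atf7−/− natural mating replicate 3 (adjusted p = 0.0506).

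The article does not list the circadian pathway among those of genes lower with IVF in Atf7−/−. Here 7 of 15 genes in phase with Dbp fell there and 1 rose (7 and 1 adjusted over the list alone; camera adjusted p = 2.56e-05, and adjusted p = 0.401 with an estimated correlation). It names drug metabolism among pathways of genes lower with IVF or with ATF7 loss. Of 45 drug-metabolising cytochromes P450, 3 rose and 2 fell with IVF in WT, 4 and 2 with IVF in Atf7−/− and 3 and 2 with ATF7 loss (7 and 2, 5 and 3, and 3 and 2 adjusted over the list alone), though the article's pathway also holds other enzymes.

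The article gives the effect of ATF7 loss on the response to IVF as more evident for genes that rose than for genes that fell. By its measure, applied to probe sets, the order here is the same, since 87.5% of the higher and 83.3% of the lower calls of WT were not called the same way in Atf7−/−. With one probe set per symbol these shares were 87.5% and 67.3%. Of those 865 higher and 485 lower probe sets, the interaction was called in 40.9% and 49.3%, the opposite order. The article counts genes, and 22.4% of the higher and 54.5% of the lower calls of WT carry no gene symbol. Interaction shares by direction are not given here for genes, so the opposite order holds for probe sets only.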

Other observations

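Some genes of cell division, which the article does not describe, were higher in WT IVF than in WT natural mating liver. Bub1, a kinase of the spindle checkpoint, rose by a log2 fold change of 1.84 (SE 0.45, adjusted p = 0.0304) and Hmmr and Nusap1, of the mitotic spindle, by 1.65 (SE 0.46, adjusted p = 0.049) and 1.53 (SE 0.43, adjusted p = 0.05). Of 43 genes of mitosis and the cell cycle, 5 rose and 0 fell (25 and 0 adjusted over the list alone, median 0.92; camera adjusted p = 2.43e-09, and adjusted p = 0.63 with an estimated correlation). The 5 became 1 without WT natural mating replicate 2 and 0 without any other of the 6 arrays. In DNA replication 6 of 40 rose and 0 fell (8 and 0 adjusted over the list alone, median 0.36; camera adjusted p = 2.11e-06, and adjusted p = 0.654 with an estimated correlation), such as the clamp loader gene Rfc4 at 1.67 (SE 0.36, adjusted p = 0.0191) and Pcna, the sliding clamp, at 1.12 (SE 0.27, adjusted p = 0.0288). The call of Bub1 ended without any array but WT natural mating replicate 2 (adjusted p from 0.0711 to 0.0851). That of Hmmr ended without any 1 of the 6 arrays (adjusted p from 0.0739 to 0.128). That of Nusap1 ended without any 1 of the 6 arrays (adjusted p from 0.0851 to 0.125). That of Rfc4 ended without any array but WT natural mating replicates 2 and 3 (adjusted p from 0.0521 to 0.0604). That of Pcna ended without any 1 of the 6 arrays (adjusted p from 0.0509 to 0.0892). With IVF in Atf7−/−, the mitosis list had a median of -0.17 (camera adjusted p = 0.387, and adjusted p = 0.942 with an estimated correlation), the cyclin gene Ccnd1 had -1.39 (SE 0.33, adjusted p = 0.0183), and 1 replication gene rose and 2 fell (1 and 2 adjusted over the list alone; camera adjusted p = 0.79, and adjusted p = 0.982 with an estimated correlation). The call of Ccnd1 ended without any array but Atf7−/− IVF replicate 2 and Atf7−/− natural mating replicate 1 (adjusted p from 0.0511 to 0.0779). Atf7−/− IVF replicate 2 read highest of its group in 41 mitosis genes (mean log2 value 7.59 against 6.38 and 6.38) and Atf7−/− natural mating replicate 3 in 42 (7.50 against 6.86 and 6.65), and without the former 5 fell. With ATF7 loss, 2 mitosis and 3 replication genes rose (0 and 3 adjusted over the list alone), with medians of 0.57 and 0.18 (camera adjusted p = 0.00478 and 0.0433, and adjusted p = 0.862 and 0.89 with an estimated correlation). The 2 mitosis rises became 0 without Atf7−/− natural mating replicate 3 or any 1 of the WT natural mating arrays. They became 3 without Atf7−/− natural mating replicate 2. The mitosis call there ended without Atf7−/− natural mating replicate 3 (adjusted p = 0.223) and WT natural mating replicate 3 (adjusted p = 0.12), and the replication call without Atf7−/− natural mating replicates 1 and 3 and WT natural mating replicates 1 and 3 (adjusted p from 0.0551 to 0.193). The mitosis list passed camera downwards with IVF in Atf7−/− without Atf7−/− IVF replicate 2 (adjusted p = 2.16e-07) or Atf7−/− natural mating replicate 2 (adjusted p = 0.0209). The DNA replication list passed camera downwards with IVF in Atf7−/− without Atf7−/− IVF replicate 2 (adjusted p = 0.0425).

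Some genes expressed more in female than in male liver rose with IVF in these male mice. Ntrk2 rose in WT by 1.2 (SE 0.21, adjusted p = 0.0076) and in Atf7−/− by 1.21 (SE 0.21, adjusted p = 0.00359), and the hydroxyacid oxidase gene Hao2 rose in WT by 1.14 (SE 0.21, adjusted p = 0.0109). Of 21 female-biased genes, 5 rose and 1 fell in WT (9 and 1 adjusted over the list alone, median 0.55; camera adjusted p = 0.00681, and adjusted p = 0.553 with an estimated correlation), and 5 rose and 1 fell in Atf7−/− (7 and 1 adjusted over the list alone, median 0.22; camera adjusted p = 0.0433, and adjusted p = 0.701 with an estimated correlation). The WT call ended without WT natural mating replicate 3 (adjusted p = 0.155) and the Atf7−/− call without Atf7−/− natural mating replicate 2 (adjusted p = 0.0893) and Atf7−/− IVF replicate 3 (adjusted p = 0.123). With ATF7 loss the list did not pass (camera adjusted p = 0.734, and adjusted p = 0.939 with an estimated correlation). Of 19 male-biased genes, 2 rose and 1 fell in WT and 4 fell in Atf7−/− (2 and 4, and 4, adjusted over the list alone), among the last the urinary protein gene Mup3 at -1.52 (SE 0.28, adjusted p = 0.00493). Over WT, Atf7−/−, ATF7 loss and the interaction that list had camera adjusted p from 0.206 to 0.974, and adjusted p from 0.89 to 0.994 with an estimated correlation. The male-biased list passed camera downwards for the interaction without WT IVF replicate 2 (adjusted p = 0.043) or WT natural mating replicate 3 (adjusted p = 0.00063).

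A few interferon-induced genes fell with IVF, while the interferon-inducible gene Ifi202b, which is not on the list, was among the rises in WT. The chemokine gene Cxcl10 fell, with -1.32 (SE 0.34, adjusted p = 0.0384) in WT and -1.97 (SE 0.34, adjusted p = 0.00382) in Atf7−/−, and the oligoadenylate synthase gene Oas2 had -1.0 (SE 0.16, adjusted p = 0.00533) in WT. Of 34 such genes, 2 fell and 0 rose in WT (2 and 0 adjusted over the list alone; camera adjusted p = 0.00217, and adjusted p = 0.773 with an estimated correlation), and 3 and 0 in Atf7−/− (3 and 0; camera adjusted p = 0.0224, and adjusted p = 0.838 with an estimated correlation). The WT call of the list ended without WT natural mating replicate 3 (adjusted p = 0.351) and the Atf7−/− call without Atf7−/− natural mating replicate 1 (adjusted p = 0.0513), Atf7−/− natural mating replicate 3 (adjusted p = 0.0752) and Atf7−/− IVF replicate 1 (adjusted p = 0.0796). In WT, the call of Cxcl10 ended without any array but WT IVF replicate 1 and WT natural mating replicate 1 (adjusted p from 0.075 to 0.118). With ATF7 loss 2 fell (3 adjusted over the list alone; camera adjusted p = 0.148, and adjusted p = 0.89 with an estimated correlation). The interferon list passed camera downwards with ATF7 loss without WT natural mating replicate 1 (adjusted p = 0.000102). Without the same array it passed camera upwards for the interaction (adjusted p = 0.0198, against 0.812 with all arrays).

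Cell type markers moved beside these groups. Of 18 Kupffer cell and macrophage markers, 2 fell with IVF in WT (3 adjusted over the list alone; camera adjusted p = 0.0506, and adjusted p = 0.811 with an estimated correlation), and the list did not pass with IVF in Atf7−/− (camera adjusted p = 0.118, and adjusted p = 0.862 with an estimated correlation). With ATF7 loss the marker genes Mpeg1, Cd5l and Clec4f fell by 1.27, 1.04 and 0.95 on the log2 scale (SE 0.22, 0.15 and 0.17). Of 17 sinusoidal endothelium markers, 3 rose with ATF7 loss (3 adjusted over the list alone; camera adjusted p = 0.0295, and adjusted p = 0.773 with an estimated correlation), among them Clec4g at 1.00 (SE 0.17, adjusted p = 0.00283), and the list's call ended without Atf7−/− natural mating replicate 3 (adjusted p = 0.136) and WT natural mating replicate 3 (adjusted p = 0.143). Its other contrasts gave camera adjusted p from 0.146 to 0.688, and adjusted p from 0.862 to 0.942 with an estimated correlation. The stellate cell list did not pass with IVF in Atf7−/− (camera adjusted p = 0.415, and adjusted p = 0.892 with an estimated correlation). Markers of T, NK and B lymphocytes (20), adipocytes (10), cholangiocytes (10), erythroid cells (16), muscle (13), neutrophils and precursors (16) and pancreatic acinar cells (19) gave camera adjusted p over the 4 contrasts from 0.0886 to 0.983, and from 0.555 to 0.994 with an estimated correlation. The Kupffer cell list passed camera downwards with IVF in WT without WT IVF replicate 3 (adjusted p = 0.0365) or WT natural mating replicate 1 (adjusted p = 5.56e-05). The sinusoidal endothelium list passed camera upwards with IVF in WT without WT IVF replicate 1 (adjusted p = 0.0496) or WT IVF replicate 3 (adjusted p = 0.0388). The sinusoidal endothelium list passed camera downwards for the interaction without Atf7−/− natural mating replicate 2 (adjusted p = 0.0404). The erythroid list passed camera upwards with IVF in WT without WT IVF replicate 3 (adjusted p = 0.0388) or WT natural mating replicate 3 (adjusted p = 0.0497). The neutrophil list passed camera upwards with IVF in Atf7−/− without Atf7−/− IVF replicate 2 (adjusted p = 0.00319). The neutrophil list passed camera upwards for the interaction without Atf7−/− IVF replicate 2 (adjusted p = 0.0225).

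Of 361 small noncoding RNAs, 25 fell and 6 rose with IVF in WT (26 and 6 adjusted over the list alone; camera adjusted p = 0.00419, and adjusted p = 0.553 with an estimated correlation). The interaction was positive in 40 and negative in 3 (43 and 3 adjusted over the list alone). Snord118, the U8 RNA of ribosomal RNA processing, had -4.12 (SE 0.35, adjusted p = 6.54e-05) with ATF7 loss, 3.85 (SE 0.35, adjusted p = 0.000159) with IVF in Atf7−/− and an interaction of 4.35 (SE 0.49, adjusted p = 0.000975).

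Among 52 imprinted genes, 6 rose with ATF7 loss (6 adjusted over the list alone; camera adjusted p = 0.62, and adjusted p = 0.874 with an estimated correlation), led by Peg10 at 1.5 (SE 0.16, adjusted p = 0.000276) and Phlda2 at 1.15 (SE 0.18, adjusted p = 0.00193). With IVF in Atf7−/−, 3 rose and 2 fell (3 and 2 adjusted over the list alone; camera adjusted p = 0.951, and adjusted p = 0.982 with an estimated correlation), such as Ddc at 1.22 (SE 0.24, adjusted p = 0.00681) and Peg10 at -1.12 (SE 0.16, adjusted p = 0.00164). Of 19 genes of fasting and gluconeogenesis, 3 fell with IVF in Atf7−/−, led by Gadd45b at -1.37 (SE 0.28, adjusted p = 0.00832), and 2 fell in WT (3 and 3 adjusted over the list alone; camera adjusted p = 0.00551 and 0.0934, and adjusted p = 0.38 and 0.533 with an estimated correlation). With ATF7 loss 4 rose and 2 fell (6 and 2 adjusted over the list alone; camera adjusted p = 0.822, and adjusted p = 0.933 with an estimated correlation). The fasting list passed camera downwards with IVF in WT without WT natural mating replicate 3 (adjusted p = 0.0198).

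The lists of adult hepatocyte maturation genes (28), fetal and neonatal liver genes (20), acute phase (24), heat shock and unfolded protein response (27), H3K9 methylation and ATF and CREB partners (32) and glycolysis and feeding (11) gave camera adjusted p over the 4 contrasts from 0.0743 to 0.983, and from 0.427 to 0.994 with an estimated correlation. In that of histone H3 methylation and ATF partners, Cbx3, which encodes a heterochromatin protein, rose with IVF by 0.75 (SE 0.14, adjusted p = 0.0101) in WT and 1.41 (SE 0.14, adjusted p = 0.000233) in Atf7−/−. Growth hormone and IGF genes gave camera adjusted p from 0.34 to 0.981, and adjusted p from 0.734 to 0.994 with an estimated correlation for IVF in Atf7−/−, ATF7 loss and the interaction. Of 16 genes that the article names and that were measured, 7 rose and 5 fell with IVF in WT, 5 and 6 with IVF in Atf7−/−, and 6 rose with ATF7 loss (7 and 5, 5 and 7, and 6 adjusted over the list alone), which is not independent evidence since the study chose them on these mice. Of 4 sex-linked control genes, 1, Eif2s3y, was called, at 0.66 (SE 0.12, adjusted p = 0.00565) with IVF in Atf7−/−, a call that ended without Atf7−/− IVF replicate 2 (log2 fold change 0.56). The fetal and neonatal list passed camera upwards with ATF7 loss without WT natural mating replicate 1 (adjusted p = 0.041) or WT natural mating replicate 2 (adjusted p = 0.0136). The acute phase list passed camera upwards with IVF in Atf7−/− without Atf7−/− IVF replicate 2 (adjusted p = 0.043). The heat shock list passed camera upwards with IVF in WT without WT IVF replicate 2 (adjusted p = 0.0208) or WT natural mating replicate 3 (adjusted p = 0.029).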
